# A Novel TetR Family Transcriptional Regulator, SAV576, Negatively Controls Avermectin Biosynthesis in *Streptomyces avermitilis*

**DOI:** 10.1371/journal.pone.0071330

**Published:** 2013-08-13

**Authors:** Jia Guo, Xuan Zhang, Shuai Luo, Fei He, Zhi Chen, Ying Wen, Jilun Li

## Abstract

Avermectins produced by *Streptomyces avermitilis* are potent anti-parasitic agents that are useful in animal health care, agriculture, and the treatment of human infections. In a search for novel regulators that affect avermectin biosynthesis, comparative transcriptome analysis was performed between wild-type strain ATCC31267 and avermectin overproducing strain 76-02-e, revealing some differentially expressed genes. *SAV576*, which is downregulated in 76-02-e and encodes a TetR family transcriptional regulator (TFR), was shown to inhibit avermectin production by indirectly affecting the expression of *ave* genes. SAV576 directly repressed the transcription of its gene *SAV576* and of adjacent genes *SAV575* (encodes cytochrome P450/NADPH-ferrihemoprotein reductase) and *SAV574*. The SAV576-binding sites within the bidirectional *SAV575*-*SAV576* promoter region were determined by DNase I footprinting assays. A consensus 15-bp palindromic sequence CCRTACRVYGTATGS was found in these binding sites and shown to be important for SAV576-binding activity. *SAV575*, an important target gene of SAV576, was shown to exert a positive effect on avermectin production. The study findings extend our limited knowledge of the complex regulation of avermectin biosynthesis and provide a basis for rational genetic manipulation of *S. avermitilis* to improve avermectin production through control of SAV576 and its target gene.

## Introduction

*Streptomyces* species are gram-positive filamentous soil bacteria known for their ability to produce a wide range of bioactive secondary metabolites during their complex life cycle. These metabolites include many useful antibiotics that display antibacterial, anticancer, anthelmintic, and/or immunosuppressive activities [1], [2]. The genes responsible for the biosynthesis of these antibiotics are usually clustered, and are co-regulated by pathway-specific regulatory genes and various higher-level pleiotropic regulatory genes [3]. The initiation of the expression of these regulatory genes is affected by a variety of environmental and physiological factors, including growth rate, imbalances in metabolism [4], nutrient levels (carbon, nitrogen, and phosphate) [5]–[10], and small signaling molecules such as γ-butyrolactone [11]–[13] and ppGpp [14]–[16]. The production of the antibiotics is thus a complex process that is tightly regulated at multiple genetic levels.

Avermectins are a series of potent anthelmintic and insecticidal macrolide antibiotics (A1a, A1b, A2a, A2b, B1a, B1b, B2a, and B2b) produced by *S. avermitilis*. They are used commercially for broad-spectrum parasite control in medical, veterinary, and agricultural fields [17], [18]. The avermectin biosynthetic pathway has been well elucidated [18]–[20], and the complete *S. avermitilis* genome has been sequenced [21], [22]; however, the complex regulatory mechanisms of avermectin production remain poorly understood. The regulatory genes that are reportedly involved in avermectin biosynthesis include: *aveR* [19], [23]–[25], *aveR1/aveR2* [26], *orfX* [27], *afsK-av* [28], *aveI* [29], [30], *SAV3818* [31] and *avaR3* [32]. Further studies are required to identify other yet-unknown regulatory genes, which will contribute to better understanding of the regulatory networks of avermectin biosynthesis and to the practical construction of avermectin high-producing strains.

Comparative transcriptome analysis has been applied increasingly during the past decade to identify alterations of gene expression in antibiotic-overproducing *Streptomyces* strains [33]–[35] and has been shown to be an efficient technique for the discovery of novel regulatory genes. In the present study, we compared the transcriptomes of *S. avermitilis* wild-type strain ATCC31267 and avermectin high-producer 76-02-e using a *S. avermitilis* whole-genome microarray chip and thereby revealed some putative regulatory genes that may be related to avermectin biosynthesis. We further characterized a previously unknown TetR family transcriptional regulator (TFR) gene, *SAV576*, as an important avermectin downregulator, and demonstrated that SAV576 inhibits avermectin production by modulating the transcription level of its target genes and *ave* genes.

## Materials and Methods

### Strains, Plasmids, and Growth Conditions

*S. avermitilis* wild-type strain ATCC31267 was used as a host strain for gene propagation and gene disruption. 76-02-e, an avermectin high-producer, was derived from ATCC31267 by continuous mutagenesis (two rounds of high frequency electronic flow mutagenesis, five rounds of NTG mutagenesis, Co^60^ mutagenesis, and three rounds of UV mutagenesis) and was collected in our laboratory [36]. *S. avermitilis* strains were grown at 28°C on solid YMS medium [6] for sporulation or in liquid YEME medium [37] containing 25% sucrose for growth of mycelia. RM14 medium [38] was used for regeneration of protoplasts and for selection of transformants. MM agar [37] was used for observation of *S. avermitilis* phenotype. Seed medium and fermentation medium FM-I used for avermectin production were as described previously [39]. Because FM-I contains insoluble yeast meal, soluble fermentation medium FM-II [25] was used to cultivate mycelia for growth and ChIP analysis and for RNA isolation. In comparison to ATCC31267, 76-02-e produced amounts of avermectins that were approximately 40-fold higher (∼5000 µg/ml) when grown in FM-I, and 5-fold higher (∼600 µg/ml) when grown in FM-II.

*E. coli* strains JM109 and BL21 (DE3) (Novagen) were used as the cloning host and the expression host, respectively. *E. coli* ET12567 (*dam dcm hsdS*) [38] was used to propagate non-methylated DNA for transformation into *S. avermitilis*. *E. coli* strains were grown at 37°C in Luria-Bertani (LB) medium [40]. The antibiotics used were described previously [41]. Multiple-copy vector pKC1139 [42] was used for gene disruption and overexpression in *S. avermitilis*. pSET152 [42] was used to introduce a single-copy gene into *S. avermitilis*. pET-28a (+) (Novagen) was used for production of recombinant His_6_-tagged protein in *E. coli*.

### Microarray Assays

Mycelia of ATCC31267 or 76-02-e grown in FM-II were collected on days 2 and 6, ﬂash-frozen in liquid nitrogen, and ground into a fine powder. RNA was extracted using Trizol reagent (Tiangen, China) according to the manufacturer’s instructions. Agilent microarrays (8×15K) for the analysis of *S. avermitilis* gene expression were designed and manufactured by Shanghai Biochip Co. Ltd (SBC, China), based on publicly available complete genome sequence information (http://avermitilis.ls.kitasato-u.ac.jp). For each gene, two different 60-mer oligonucleotides were designed. Each slide contained a total of 7670 open reading frames (ORFs). The microarray assays, including labeling, hybridization, washing, and microarray data normalization, were performed by SBC.

### Microarray Dataset Accession Number

The raw microarray dataset used in this study has been submitted to NCBI Gene Expression Omnibus under the accession number GSE47223.

### Gene Disruption, Complementation, and Overexpression

To construct a *SAV576* deletion mutant, two fragments flanking *SAV576* were prepared by PCR from the genomic DNA of ATCC31267. A 796-bp 5′ flanking region was amplified with primers GJ45 and GJ46, and a 746-bp 3′ flanking region was amplified with primers GJ47 and GJ48. The two PCR fragments were ligated into pKC1139 to generate a *SAV576*-deletion vector pDGJ576. Transformation of pDGJ576 into ATCC31267 and selection of double-crossover recombinant strains were performed as described previously [41]. The *SAV576*-deleted mutant D576 was confirmed by PCR using primers GJ51, GJ52, GJ55, and GJ56 (Fig. 1B). When primers GJ51 and GJ52, which flank the exchange regions, were used for PCR analysis of putative *SAV576* deletion mutant, a 1.75-kb band appeared, whereas a 2.36-kb band was detected when genomic DNA of ATCC31267 was used as the template. When using primers GJ55 and GJ56 located within the deletion region of *SAV576* gene, only ATCC31267 produced a 0.9-kb PCR fragment as predicted (data not shown). For complementation of D576, a 1.57-kb DNA fragment carrying the *SAV576* ORF and its putative promoter was amplified by PCR with primers GJ45 and GJ56*. The PCR product was inserted into pSET152 to generate *SAV576* complementation vector pSET152-576, which was then introduced into D576 to obtain the complemented strain. The 1.57-kb *Eco*RI/*Xba*I fragment containing the *SAV576* from pSET152-576 was cloned into pKC1139 to produce pKC1139-576, which was used for overexpession of *SAV576* in ATCC31267.

**Figure 1:**
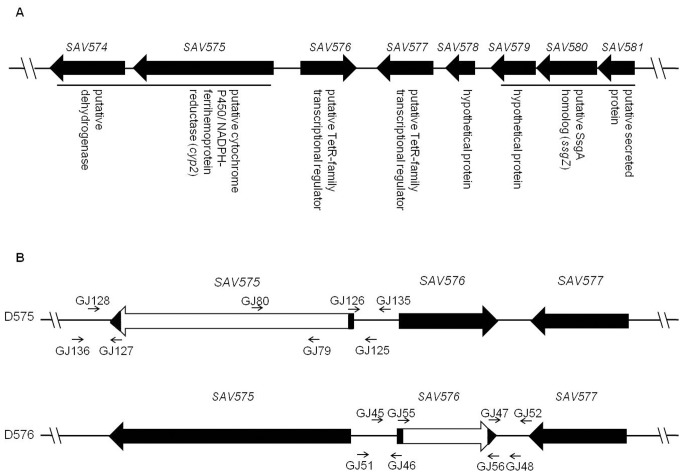
Organization of *SAV576* and its adjacent genes on the chromosome of *S. avermitilis* (A) and schematic representation of the strategy used for deletion of *SAV575* and *SAV576* genes (B). (**A**) Gene notations are based on the Genome Project of *S. avermitilis* (http://avermitilis.ls.kitasato-u.ac.jp/). The two transcriptional units are indicated by black bars. (**B**) Long black arrows indicate genes and their directions. Short arrows indicate the positions of primers used for cloning exchange regions and confirming gene deletions. White blocks represent in-frame deletions in the corresponding genes.

To construct a *SAV575* deletion mutant, a 739-bp 5′ flanking region and a 517-bp 3′ flanking region were amplified with primer pairs GJ125/GJ126 and GJ127/GJ128, respectively. The two PCR fragments were cloned into pKC1139 to produce a *SAV575*-deletion vector pDGJ575, which was then introduced into ATCC31267. The resulting *SAV575*-deleted mutant D575 was confirmed by PCR using primers GJ135, GJ136, GJ79, and GJ80 (Fig. 1B). When using primers GJ135 and GJ136, which flank the exchange regions, a 1.48-kb band appeared, whereas the theoretical 4.46-kb band was too large to be detected when genomic DNA of ATCC31267 was used as the template. When using primers GJ79 and GJ80 located within the deletion region of *SAV575*, only ATCC31267 yielded a 369-bp PCR fragment (data not shown). A 4.13-kb DNA fragment carrying the promoter and the coding region of *SAV575* was amplified with primers GJ89 and GJ90, and was cloned into pKC1139 to give pKC1139-575 for overexpression of *SAV575* in ATCC31267 or in D576.

The construction of *SAV575-576* double mutant D575-576 was similar to that of D575, using D576 as host strain. All primers used in this study are listed in Table S1.

### Semiquantitative and Real-time RT-PCR Analyses

RNA extractions were carried out with Trizol (Tiangen) from cultures of *S. avermitilis* at various times. To remove chromosomal DNA contamination, each RNA sample was treated with DNase I and tested by PCR to confirm the absence of chromosomal DNA. The treated RNA sample (2 µg) was reverse transcribed using M-MLV (RNase H^-^, TaKaRa), random hexamers (25 µM), and a dNTP mixture (10 mM each). Semiquantitative RT-PCR analysis was performed to determine the transcription levels of various genes using the obtained cDNA as template and the primers listed in Table S1. The *hrdB* gene, which encodes the major sigma factor in *Streptomyces*, was used as a positive internal control in the RT-PCR assays. The obtained cDNAs were also used as templates for real-time PCR analysis. The experiments were performed using FastStart Universal SYBR Green Master (ROX) (Roche) with analysis by an ABI 7900HI Sequence Detection System using optical-grade 96-well plates. Template cDNA, 10 µl FastStart Universal SYBR Green Master (ROX), and forward and reverse primers (each 300 nM) were mixed in each reaction system (total volume 20 µl). The PCR protocol consisted of 95°C for 10 min, 40 cycles of 95°C for 10 s, and 60°C for 30 s with a single ﬂuorescence measurement.

### Overexpression and Purification of Recombinant His6-tagged SAV576

A DNA fragment encoding the predicted 218 amino acids of SAV576 protein was generated by PCR with primers GJ71 and GJ72. The PCR fragment was inserted into the expression vector pET-28a (+) to generate pET28-576, which was then introduced into *E. coli* BL21 (DE3) for protein overexpression. Following induction by IPTG, the resulting recombinant His_6_-tagged SAV576 protein was purified on a Ni^2+^-NTA spin column according to the manufacturer’s instructions (Qiagen). The purified protein was used for antibody induction, EMSA, and DNase I footprinting assays.

### Preparation of Antibodies against SAV576 Protein

Polyclonal antibodies against SAV576 were prepared by Beijing Protein Innovation (China). 200 µg purified recombinant protein His_6_-SAV576 was mixed with Freund’s complete adjuvant and injected into a rabbit. After 2 weeks, the antigen was injected into the same rabbit with Freund’s incomplete adjuvant. Further booster immunizations were given at 11-day intervals. The rabbit was bled 10 days after each boost, and serum was prepared. Each serum was stored at 4°C, and its potency was checked by ELISA. After three booster immunizations, the immune serum attained a high potency and was used as a source of anti-SAV576 antibodies.

### Chromatin Immunoprecipitation (ChIP) Assay

The ChIP protocol was as described previously [25]. Briefly, *S. avermitilis* cultures grown in FM-II for 72 h were fixed in cross-linked buffer [0.4 M sucrose, 10 mM Tris·Cl (pH 8.0), 1 mM EDTA] containing 1% formaldehyde for 20 min at 28°C. Chromatin immunoprecipitation was performed using anti-SAV576 antibody. After DNA extraction, pellets were washed with 70% ethanol and resuspended in 50 µl TE, and 2 µl DNA solution was used for PCR using the primer sets listed in Table S1.

### Western Blotting

Western blotting analyses were performed as described previously [25]. Polyclonal antibody against AveR [25] or SAV576 was used at a dilution of 1∶1,000. Western blots were developed with polyclonal antibodies using an ECL detection system (Roche).

### Electrophoretic Mobility Shift Assay (EMSA)

EMSAs were performed using a DIG Gel Shift Kit, 2^nd^ Generation (Roche). The probes were amplified by PCR and labeled at the 3′ ends with nonradioactive digoxigenin (DIG). The 20 µl reaction mixture contained the probes, proteins, and 1 µg poly [d(I-C)] in a binding buffer. The mixture was incubated at 25°C for 30 min and then added with 5 µl loading buffer with bromophenol blue. Protein-bound and free DNA were separated by electrophoresis on non-denaturing 5% polyacrylamide gels with 0.5×TBE as running buffer, and were then transferred onto nylon membranes by electroblotting. The membranes were baked for 10 min at 80°C, and the DNA fragments were cross-linked by exposure to UV radiation for 10 min. Chemiluminescence detection was performed according to the manufacturer’s instructions, and the membranes were exposed to X-ray film (Fuji) for 15–30 min.

### DNase I Footprinting

A non-radiochemical capillary electrophoresis method was used for DNase I footprinting [43]. To characterize the binding sites of SAV576 protein in the SAV575-SAV576 intergenic region, two fluorescence-labeled DNA fragments were synthesized by PCR using primer pairs FAM-GJ78/GJ77 and FAM-GJ228/GJ227. The resulting 547-bp and 478-bp DNA fragments covered the entire intergenic region. Following purification, labeled DNA fragments (400 ng) and appropriate concentrations of His_6_-tagged SAV576 protein were added to a final reaction volume of 50 µl and incubated for 30 min at 25°C. Digestion with DNase I (0.016 units) was performed for 40 s at 37°C and stopped by the addition of EDTA at a final concentration of 60 mM. The reaction mixture was heated to 80°C for 10 min to totally inactivate DNase I. The samples were subjected to phenol-chloroform extraction, ethanol precipitation, and capillary electrophoresis by loading into an Applied Biosystems 3730 DNA Genetic Analyser together with the internal-lane size standard ROX-500 (Applied Biosystems). Electrophoregrams were analyzed using the GeneMarker program, v1.8 (Applied Biosystems).

### Identification of the Transcriptional Start Point Using 5′-RACE

To determine the transcriptional start point of *SAV575* and *SAV576*, total RNA was extracted from an 84-h culture of ATCC31267 grown on YMS medium. 2 µg total RNA was used for reverse transcription with 20 pmol of gene-specific primer 575SP1 or 576SP1 using a 5′/3′ RACE Kit (2^nd^ Generation, Roche). The sample was purified using a PCR Product Purification Kit (Beijing HT-Biotech Co. Ltd, China). An oligo-dA tail was added to the 3′ end of the cDNA using terminal deoxynucleotidyl transferase, followed by direct amplification of the tailed cDNA using the oligo dT-anchor primer (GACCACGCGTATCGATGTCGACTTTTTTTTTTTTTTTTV) and a second inner gene-specific primer 575SP2 or 576SP2. An additional round of PCR was performed with a 1,000-fold dilution of the original PCR product as template, using an anchor primer (GACCACGCGTATCGATGTCGAC) and a nested 575SP3 or 576SP3 primer, to obtain a single specific band. The final PCR products were cloned into pMD18-T vector (TaKaRa) for sequencing. The first nucleotide following the oligo-dA sequence was considered to be the transcriptional start point.

### Fermentation and HPLC Analysis of Avermectin Production

Fermentation of *S. avermitilis* ATCC31267 and its mutants was performed, and avermectins in the fermentation culture were identified by HPLC analysis as described previously [39].

## Results

### Transcriptome Comparison between Wild-type and Avermectin Overproducing Strains

Total RNA was isolated from mycelia of *S. avermitilis* wild-type strain ATCC31267 and avermectin overproducing strain 76-02-e grown in FM-II at day 2 (early exponential phase) and day 6 (stationary phase), and was used for microarray assays. 

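ATCC31267 is the wild-type strain of *S. avermitilis*, and 76-02-e is a strain that makes more avermectin. Both were grown in the fermentation medium FM-II. ATCC31267 was hybridised on 1 array at each day and 76-02-e on 3 arrays at each day, and the authors state that the 76-02-e experiments were independent. All 8 arrays lay on 1 slide and carried a single dye, Cy3. The slide held 7573 probes of 60 nucleotides, 1 probe per gene, each spotted 2 times. The authors deposited the scanner output of each array, made with Agilent Feature Extraction 9.5.3.1, in which the background is subtracted and spatial trends are removed within an array but nothing is scaled between arrays. They also deposited a table of log2 values whose columns share their quartiles, as quantile normalization gives. The values used here were log2 of the processed signal, averaged over the spots of a probe, minus the 75th percentile of the array. A strain effect is the mean of the 76-02-e arrays of a day minus the ATCC31267 array of that day, on the log2 scale. limma was fitted over the 4 groups of strain and day, and the lone ATCC31267 arrays were assumed to vary like the 76-02-e cultures. The test covered 7556 genes that were well above background on all arrays of at least 1 group. The scanner files name probes by position on the chromosome, so 311 genes were named through File S1 and 5172 by counting between neighbouring genes of File S1. The remaining 2090 genes keep the probe number.

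Signal differed between arrays of the same group. The median processed signal was 159 for ATCC31267 at day 2 and 540 at day 6. For 76-02-e it was 290, 618 and 727 on the day 2 arrays and between 485 and 2941 on the day 6 arrays. Between 95.8% and 99.8% of probes were well above background on an array. Across genes, which are not independent replicates, day 6 replicates 1 and 2 of 76-02-e had a Spearman correlation of 0.962. Day 6 replicate 3 correlated with them at 0.546 and 0.512. The number of arrays limits the precision of every strain effect, and the difference between the days rests on 1 ATCC31267 array per day. ATCC31267 and replicates 1 and 2 of 76-02-e at day 2 lay in row 1 of the slide, and the other arrays in row 2, so the day 6 strain effect also compares the rows. The scaling moved the median strain effect of all genes, which was 0.13 at day 2 and -0.34 at day 6 here. With quantile normalization the medians were 0.02 and 0.13, with median centring -0.10 and 0.02, and in the table of log2 values 0.02 and 0.16.

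**Figure D1:**
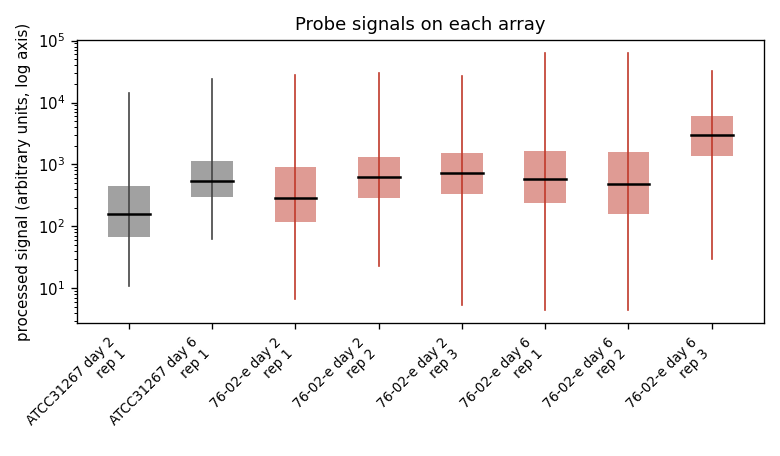
Processed signal of the probes on each array, in arbitrary units on a log axis, for ATCC31267 (grey) and 76-02-e (red). Boxes span the quartiles, the black line is the median, and thin lines run from the 1st to the 99th percentile. The median of 76-02-e day 6 replicate 3, at 2941, lies above those of the other arrays, between 159 and 727.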

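A gene was counted as changed when it differed at least 2-fold the same way at day 2 and day 6 and had an unadjusted limma p under 0.05 for the strain effect over both days. By this rule 137 genes were higher and 540 were lower in 76-02-e than in ATCC31267. On simulated arrays with the same set of spreads, the rule called 86 of 7370 unchanged genes higher and 118 lower, so a large part of the 137 may be false calls. The simulation shuffled the spreads between genes and drew noise for each gene independently. On the real arrays, day 6 replicate 3 departed in many genes together, so the simulated counts are a rough guide only. In 105 of the higher genes all 6 arrays of 76-02-e lay above both ATCC31267 arrays, and in 513 of the lower genes all 6 lay below both. Chance gives such a separation in 3.57% of arrangements for an unselected gene, which is no measure for these genes, selected for their difference. The higher genes were 20.2% of the changed genes, 23.3% with median centring, 43.1% with quantile normalization and 42.4% in the authors' table of log2 values. Quantile normalization moved the higher count most among the other scalings, to 342, and gave 452 lower genes. Of the 841 genes with an unadjusted p under 0.05 for the strain effect over both days, limma with Benjamini-Hochberg adjustment kept 15 higher and 363 lower genes. With the row of the slide as a block these 2 counts were 0, and without day 6 replicate 3 of 76-02-e they were 114 and 533. At day 2 alone limma with Benjamini-Hochberg adjustment called 0 genes, although 529 had an unadjusted p under 0.05. Quantile normalization gave 10 higher and 57 lower genes at day 2. At day 6 alone limma with the same adjustment called 0 higher and 314 lower genes, among 706 genes at an unadjusted p under 0.05. Quantile normalization gave 115 higher genes at day 6, and leaving out day 6 replicate 3 gave 71 higher and 476 lower genes. Without day 6 replicate 1 both day 6 counts were 0.

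Lower genes lay together on the chromosome. A running median of the strain effect over 11 genes stayed below -1 over at least 20 genes from SAV121 to SAV231 (138932 to 273277, in the chromosome sequence version of the probe names) and from SAV466 to SAV877 (618189 to 1050985). These 2 stretches held 523 genes, 6.91% of the genes on the array, and 442 of the 540 lower genes. *SAV4189* had the largest rise over both days among genes that met the fold rule with all 6 arrays of 76-02-e above both ATCC31267 arrays. The next rises were in the gene of probe CUST_3208 (3.64), *SAV1230* (3.58), *SAV253* (3.51) and *SAV58* (3.51), on the log2 scale. The 5 largest fitted falls were in *SAV602* (-11.2), *SAV826* (-9.29), *SAV607* (-9.11), *SAV466* and *SAV606* (-8.46), all between SAV466 and SAV877. Their size and order are uncertain, because *SAV602*, *SAV826*, *SAV607* and *SAV606* were well above background on 1 of 3 arrays of 76-02-e at day 6. *SAV466* was so on 0 of 3, and was at least 157-fold lower there. The day 2 arrays of 76-02-e varied widely in *SAV602*, with an SD of 5.02 (n = 3).

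**Figure D2:**
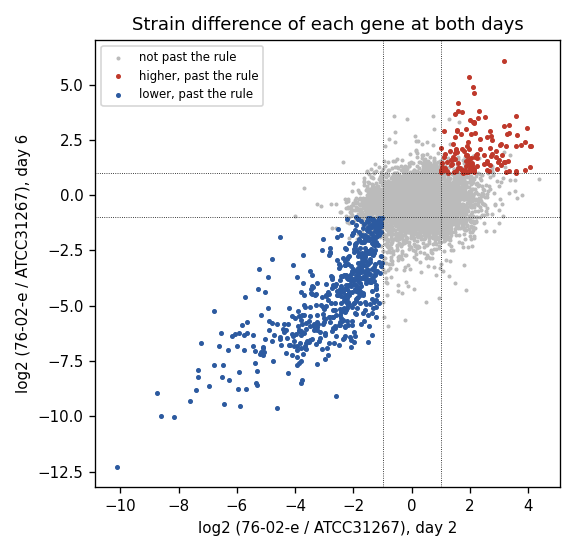
Strain effect of each gene at day 2 (horizontal axis) and day 6 (vertical axis), as log2 of 76-02-e over ATCC31267. Red points are the 137 higher genes and blue points the 540 lower genes, dotted lines mark 2-fold, and no error is drawn because ATCC31267 has 1 array per day.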

Comparative transcriptome analysis revealed that 162 genes were upregulated and 150 were downregulated 2-fold or more in 76-02-e relative to ATCC31267 at both of the studied time points. 

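File S1 sorts its genes by function, and its largest category is unknown or unclassified proteins. All genes of this category were on the array. Of the 73 listed as higher, 57 were higher in 76-02-e at both days, 46 were at least 2-fold higher at both days and 43 met the rule with the limma p. Their median strain effect was 1.98 at day 2 (0.25 to 4.07) and 1.36 at day 6 (-1.16 to 4.90), on the log2 scale. The 85 listed as lower all fell at least 2-fold at both days, by a median of -2.62 at day 2 (-6.94 to -1.36) and -4.84 at day 6 (-9.63 to -1.37). After Benjamini-Hochberg adjustment of limma's p over all genes, 9 of the higher and 72 of the lower genes passed 0.05. Of the 85 lower genes, 75 lay in the stretches from SAV121 to SAV231 and from SAV466 to SAV877.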

Most of the differentially expressed genes encoded unknown or unclassified proteins (upregulated 73, downregulated 85). Smaller numbers of genes were involved in regulatory functions (upregulated 16, downregulated 16), transport and binding proteins (upregulated 11, downregulated 7), mobile and extrachromosomal element functions (upregulated 14, downregulated 6), or secondary metabolism (upregulated 20, downregulated 18). 

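The genes of these categories were all measured. Of the 16 regulatory genes listed as higher, 10 were higher at both days and met the rule, and their category had a median strain effect of 1.77 at day 2 and 1.57 at day 6. All 16 regulatory genes listed as lower met the rule, with medians of -3.11 and -4.49. Of the 11 transport and binding genes listed as higher, 8 kept that direction at both days and 3 met the rule, and all 7 listed as lower did. Among mobile and extrachromosomal elements, 11 of the 14 genes listed as higher kept that direction, 7 met the rule, and all 6 listed as lower did. In secondary metabolism, all 20 genes listed as higher were higher at both days and 15 met the rule, with medians of 1.94 and 3.44. All 18 listed as lower met it, with medians of -2.33 and -4.48. limma with Benjamini-Hochberg adjustment called 3 regulatory, 1 transport, 1 mobile element and 0 secondary metabolism genes higher, of 10, 3, 7 and 15 at the unadjusted rule. In the lower direction it called 14, 7, 4 and 15. All 16 regulatory genes listed as lower, 6 of the 7 transport genes, 5 of the 6 mobile element genes and 10 of the 18 secondary metabolism genes lay in the 2 stretches of lower genes in the left arm.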

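Outside the categories of unknown proteins, regulation, transport, mobile elements and secondary metabolism, File S1 lists 28 genes as higher and 18 as lower. Of the 28, 20 were higher in 76-02-e at both days and 13 met the rule. The median strain effect of the 28 genes was 1.64 at day 2 and 0.69 at day 6, and their values at day 6 ran from -1.11 to 2.63. All 18 lower genes met the rule, with a median of -2.37 at day 2 and -4.23 at day 6. After Benjamini-Hochberg adjustment of limma's p, 1 of the higher and 12 of the lower genes passed 0.05. Of the 18 lower genes, 16 lay in the 2 stretches of lower genes in the left arm.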

The remaining genes were associated with sig-regulons, amino acid metabolism, fatty acid and phospholipid metabolism, carbohydrate metabolism, purine/pyrimidine metabolism, biosynthesis of cofactors and prosthetic groups, protein synthesis, folding and modification, RNA recombination, cell envelope, cell division/morphological differentiation, or gas vesicle cluster (File S1). As expected, most of the genes (17 of 19) in the avermectin biosynthetic gene cluster, including *aveR* (encoding a pathway-specific activator) and *aveA1* (encoding polyketide synthase AVES1), were significantly overexpressed in 76-02-e (File S1), which was consistent with the increased avermectin production.

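The avermectin cluster holds 19 genes, from SAV935 (*aveR*) to SAV953, between positions 1132045 and 1212960 of the chromosome. All 19 had a higher mean over both days in 76-02-e, and 17 were at least 2-fold higher at both days. With the unadjusted limma p under 0.05 added, 14 met the rule. The 5 that did not were SAV935, SAV936, SAV937, SAV948 and SAV951. The median strain effect of the cluster was 1.74 at day 2, 3.48 at day 6 and 2.70 over both days, where the genes ran from 1.46 to 3.37. In the setting used here, limma with Benjamini-Hochberg adjustment passed 0 of the 19 genes over all genes tested, and 0 adjusted over the list alone. Some alternatives, among them leaving out day 6 replicate 3, brought genes of the cluster under an adjusted p of 0.05. SAV948 stayed above it in all alternatives. The 14 genes of the rule are those at an unadjusted p under 0.05. In 6 genes all 6 arrays of 76-02-e lay above both ATCC31267 arrays. The day 6 arrays of 76-02-e differed, with a cluster median of 6.07 in replicate 1, 5.61 in replicate 2 and 2.32 in replicate 3, in log2 units relative to the 75th percentile of the array. Leaving out day 6 replicate 3 raised the number of genes that met the rule to 17. It was 7, 7 and 12 without day 2 replicate 1, 2 or 3, and 7 and 8 without day 6 replicate 1 or 2. Median centring gave 8, and the row of the slide as a block gave 4. Quantile normalization and the authors' table of log2 values each gave 18, and the replicate number as a block gave 19, all with *aveR*. Both ATCC31267 arrays carry replicate number 1, so this block sets them against the fitted level of replicate 1 of 76-02-e. That replicate had the highest cluster medians, 5.31 at day 2 and 6.07 at day 6. The numbers do not pair cultures, so the 19 lends no weight.

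*aveR* lies on the forward strand from 1132045 to 1134894. It was 1.65-fold higher at day 2 and 12.1-fold higher at day 6. Without day 6 replicate 1, 2 or 3 it was 7.48-, 8.13- or 28.8-fold higher at day 6. Its strain effect over both days was 2.16 on the log2 scale (standard error 1.06, adjusted p = 0.600 from limma with Benjamini-Hochberg adjustment), higher than both ATCC31267 arrays on 5 of 6 arrays. Without day 6 replicate 3 it was 2.79 (adjusted p = 0.00874 from the same test), and over all alternatives the adjusted p ran from 0.00874 to 1.00. *aveA1* lies on the forward strand from 1137817 to 1149735. It was 5.78-fold higher at day 2 and 11.7-fold higher at day 6. Without day 6 replicate 1, 2 or 3 it was 9.47-, 7.5- or 22.8-fold higher at day 6. Its strain effect over both days was 3.04 (standard error 0.84, adjusted p = 0.126 from limma with Benjamini-Hochberg adjustment), with all 6 arrays above both ATCC31267 arrays. Without day 6 replicate 3 it was 3.52 (adjusted p = 0.00346), within a range of 0.00346 to 0.776 over the alternatives. The paper relates the overexpression of the cluster to the higher avermectin production of 76-02-e.

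**Figure D3:**
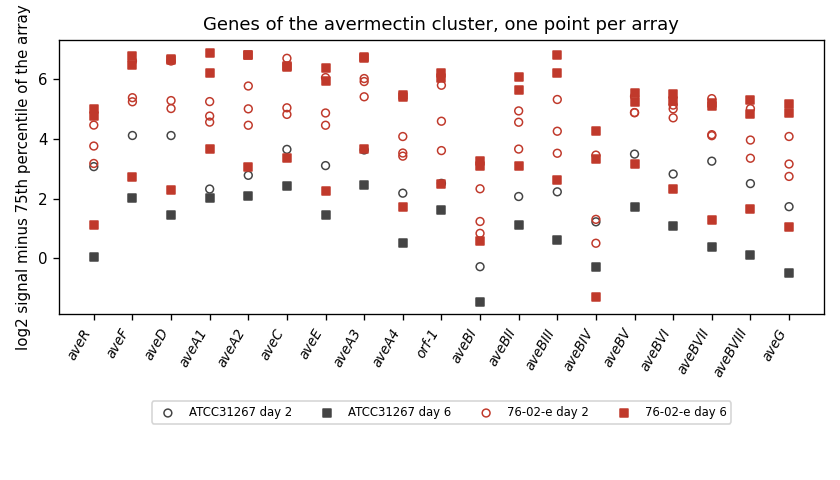
Normalized log2 signal of the 19 genes of the avermectin cluster, in chromosomal order, with 1 point per array. Grey points are ATCC31267 and red points 76-02-e, open at day 2 and filled at day 6. The filled red points of day 6 replicate 3, with a median of 2.32, lie below those of the other day 6 arrays of 76-02-e.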

Real-time RT-PCR was used to test five upregulated genes (*aveR*, *aveA1*, *SAV292*, *SAV880*, *SAV4189*) and two downregulated genes (*SAV576*, *SAV151*). 

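On the arrays, *SAV292* (343063 to 343689) was not well above background in ATCC31267 at day 2, and 76-02-e was at least 5.36-fold higher there, set against the lowest signal well above background on the ATCC31267 array. At day 6 it was 3.44-fold higher. Its strain effect over both days takes in the day 2 array on which it was not well above background, so its size and p-value are uncertain. The fitted effect was 2.25 on the log2 scale (adjusted p = 0.0380 from limma with Benjamini-Hochberg adjustment), and 2.10 with dim signals raised to the lowest one well above background (adjusted p = 0.0486). It fell to 0.33 with normexp background correction (adjusted p = 0.811), and the adjusted p ran from 0.00193 to 0.811 over the alternatives. *SAV292* lies in a stretch of higher genes from SAV234 to SAV325. *SAV880* (1054267 to 1054536) was 3.93-fold higher at day 2, but its strain effect at day 6 was -0.20 (standard error 1.21). Over both days it was 0.89 (adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment), and 3 of 6 arrays lay above both ATCC31267 arrays. Its sign and call depended on the processing, since normexp background correction gave -0.20, while quantile normalization gave 2.29 (adjusted p = 0.0483) and the authors' table of log2 values 2.30 (adjusted p = 0.0481). The array spread as a covariate, chosen after seeing the data, gave the lowest adjusted p, in a range from 0.0169 to 1.00 over the alternatives. The *SAV4189* effect (5137672 to 5138187) was 3.18 at day 2 and 6.09 at day 6. Over both days it was 4.64 (standard error 1.25, adjusted p = 0.116 from limma with Benjamini-Hochberg adjustment), with 6 of 6 arrays above both ATCC31267 arrays. Quantile normalization gave 4.99 with an adjusted p of 0.0170, and the adjusted p ran from 0.0111 to 0.914 over the alternatives. *SAV151* (171402 to 172043) was 6.05-fold lower at day 2 and 43.1-fold lower at day 6. Over both days the strain effect was -4.01 (standard error 0.45, adjusted p = 0.00649 from limma with Benjamini-Hochberg adjustment), with 6 of 6 arrays below both ATCC31267 arrays. With the row of the slide as a block it was -3.48 (adjusted p = 0.196, the highest of a range from 0.00141). *SAV151* lies in the stretch of lower genes from SAV121 to SAV231.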

The PCR results were mainly consistent with the microarray data (Fig. S1), demonstrating the general reliability of the microarray data. Among the tested genes, *SAV292*, *SAV880*, *SAV576* and *SAV151* encode TFRs, and *SAV4189* encodes a MarR-family transcriptional regulator. The functions of these regulatory genes were not determined. The *SAV576* gene was of particular interest. The microarray data indicated that *SAV576* in 76-02-e was downregulated 37-fold at day 2 and 93-fold at day 6 (File S1), suggesting that this gene is involved in the regulation of avermectin biosynthesis. 

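*SAV576* was well above background on all 8 arrays, though this flag also passes very dim spots. On day 6 replicate 2 of 76-02-e its signal was 40.9, where the lowest signal well above background was 18.6. Signals this dim leave the size of the fall uncertain. The log2 signal of *SAV576* relative to the 75th percentile of the array was 1.87 in ATCC31267 and -3.49 ± 1.35 (SD, n = 3) in 76-02-e at day 2. At day 6 it was 2.22 in ATCC31267 and -4.84 ± 0.37 (SD, n = 3) in 76-02-e. *SAV576* was thus 41.2-fold lower in 76-02-e at day 2 and 133-fold lower at day 6, and all 6 arrays of 76-02-e lay below both ATCC31267 arrays. The strain effect was -5.36 at day 2 (standard error 1.01, adjusted p = 0.182 from limma with Benjamini-Hochberg adjustment) and -7.06 at day 6 (adjusted p = 0.0158). Over both days it was -6.21 (standard error 0.71, adjusted p = 0.00663 from the same test). With the row of the slide as a block the effect over both days was -5.16 (adjusted p = 0.169, the highest of a range from 0.00150). The effects at the 2 days were not shown to differ (unadjusted p = 0.273 for the difference, limma). The row of the slide as a block moved the day 6 effect most, to -5.49 with an adjusted p of 0.488, in a range from 0.00816 to 0.488 over the alternatives. Without day 6 replicate 1 or replicate 2 the adjusted p at day 6 was 0.0647 or 0.0510. In every alternative run *SAV576* was lower in 76-02-e at both days. *SAV576* lies inside the stretch from SAV466 to SAV877, where 408 of 412 genes had a lower mean over both days and the median strain effect was -3.36. From the low expression of *SAV576* in the overproducer, the paper proposes that the gene takes part in the regulation of avermectin biosynthesis.

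**Figure D4:**
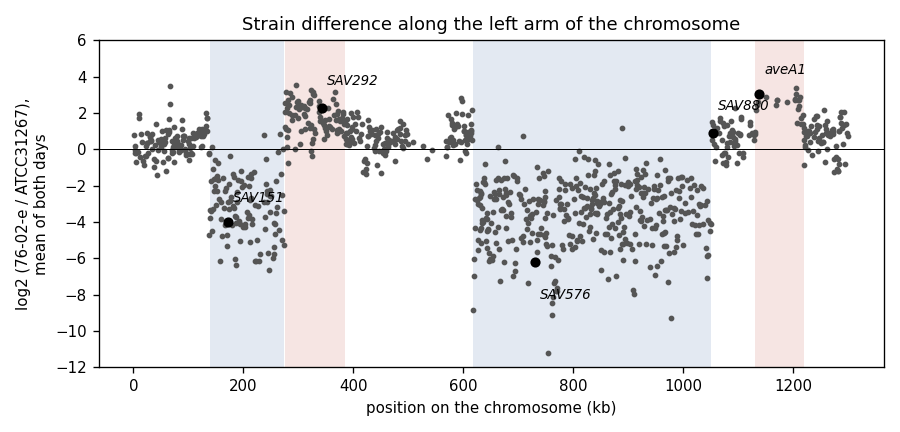
Strain effect over both days, as log2 of 76-02-e over ATCC31267, for each gene by its position in kb on the left arm of the chromosome. Blue shading marks the 2 stretches of lower genes and red shading 2 stretches of higher genes, and black points are genes named in the text. Points of single genes carry no error bar. *SAV576* lies at -6.21 among lower genes.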

We therefore performed functional analysis of *SAV576*.

### Characterization of *SAV576* and Its Adjacent Genes

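The probe names give the position of each gene in the chromosome sequence version used for the array. *SAV576* runs on the forward strand from 730897 to 731553, a length of 657 nucleotides that makes 218 codons without the stop codon. Upstream, 899 bp separate it from *SAV575*, which lies on the reverse strand from 726776 to 729997. *SAV574* follows on the same strand as *SAV575*, from 725598 to 726644, with 131 bp between them. Downstream, *SAV577* lies on the reverse strand from 732025 to 732822, 471 bp from *SAV576*. *SAV578*, *SAV579*, *SAV580* and *SAV581* also lie on the reverse strand, between 733207 and 735294. The gaps are 68 bp between *SAV579* and *SAV580* and 27 bp between *SAV580* and *SAV581*, and 715 bp separate *SAV578* from *SAV579*. *SAV574* and *SAV576* are paired with their probes in File S1, and the others were named by counting from neighbouring genes of that file.

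**Figure D5:**
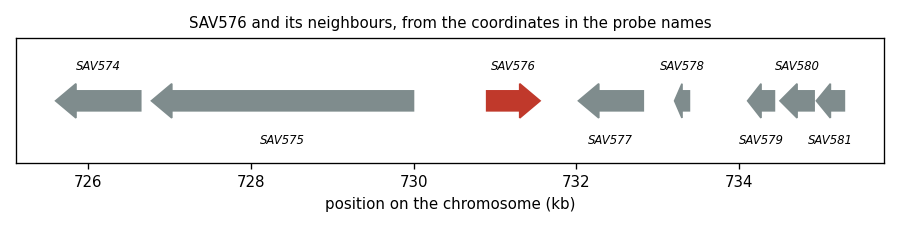
Genes from *SAV574* to *SAV581* drawn to scale by their position in kb on the chromosome, with arrows giving the strand. *SAV576* (red) is the single gene of this stretch on the forward strand, 899 bp from *SAV575* and 471 bp from *SAV577*.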

The *SAV576* gene, located in the left arm of the chromosome, contains 657 nucleotides and encodes a TFR of 218 amino acids, including a common N-terminal helix-turn-helix DNA-binding domain and a C-terminal all-alpha domain homologous to TetR. The divergently transcribed genes *SAV575* and *SAV574* are located upstream of *SAV576*. *SAV575* (*cyp2*) encodes a putative cytochrome P450/NADPH-ferrihemoprotein reductase, and *SAV574* encodes a putative dehydrogenase (Fig. 1A). *SAV577* is another TFR gene located downstream of *SAV576*. *SAV578* and *SAV579* both encode hypothetical proteins. *SAV580* (*ssgZ*) is an *ssgA* homologous gene, and *SAV581* encodes a putative secreted protein. RT-PCR analysis using primers that amplify intergenic regions revealed that *SAV574* and *SAV575* are co-transcribed, and that *SAV579-SAV580-SAV581* forms another transcriptional unit (Fig. S2). The *SAV576*, *SAV577*, *SAV578*, *SAV579*, and *SAV581* genes are specific to *S. avermitilis* and have no orthologs in other sequenced *Streptomyces* genomes.

### SAV576 Plays an Important Role in Avermectin Production

To assess the role of *SAV576* in *S. avermitilis*, the *SAV576* deletion mutant D576 was constructed (Fig. 1B). D576 displayed no obvious differences from the wild-type strain when grown on YMS, RM14, or MM solid medium (data not shown). HPLC analysis of the fermentation products following cultivation in FM-I for 10 days showed that avermectin production in D576 was ∼2.3-fold compared to that in ATCC31267 (Fig. 2A). Avermectin production was restored in the *SAV576* gene complementation strain (D576/pSET152-576), confirming that the increased avermectin production in D576 was due solely to the deletion of *SAV576*. The enhancement of *SAV576* expression in wild-type strain (WT/pKC1139-576) led to a clear reduction in avermectin yield (Fig. 2A). The deletion and overexpression of *SAV576* in wild-type strain were confirmed by Western blotting (Fig. 2B). Western blotting analysis of the avermectin pathway-specific activator AveR showed that, in agreement with the avermectin yield, AveR was overexpressed in D576 but underexpressed in WT/pKC1139-576 (Fig. 2B). These findings suggest that *SAV576* inhibits avermectin production by directly or indirectly affecting the expression of *aveR*.

**Figure 2:**
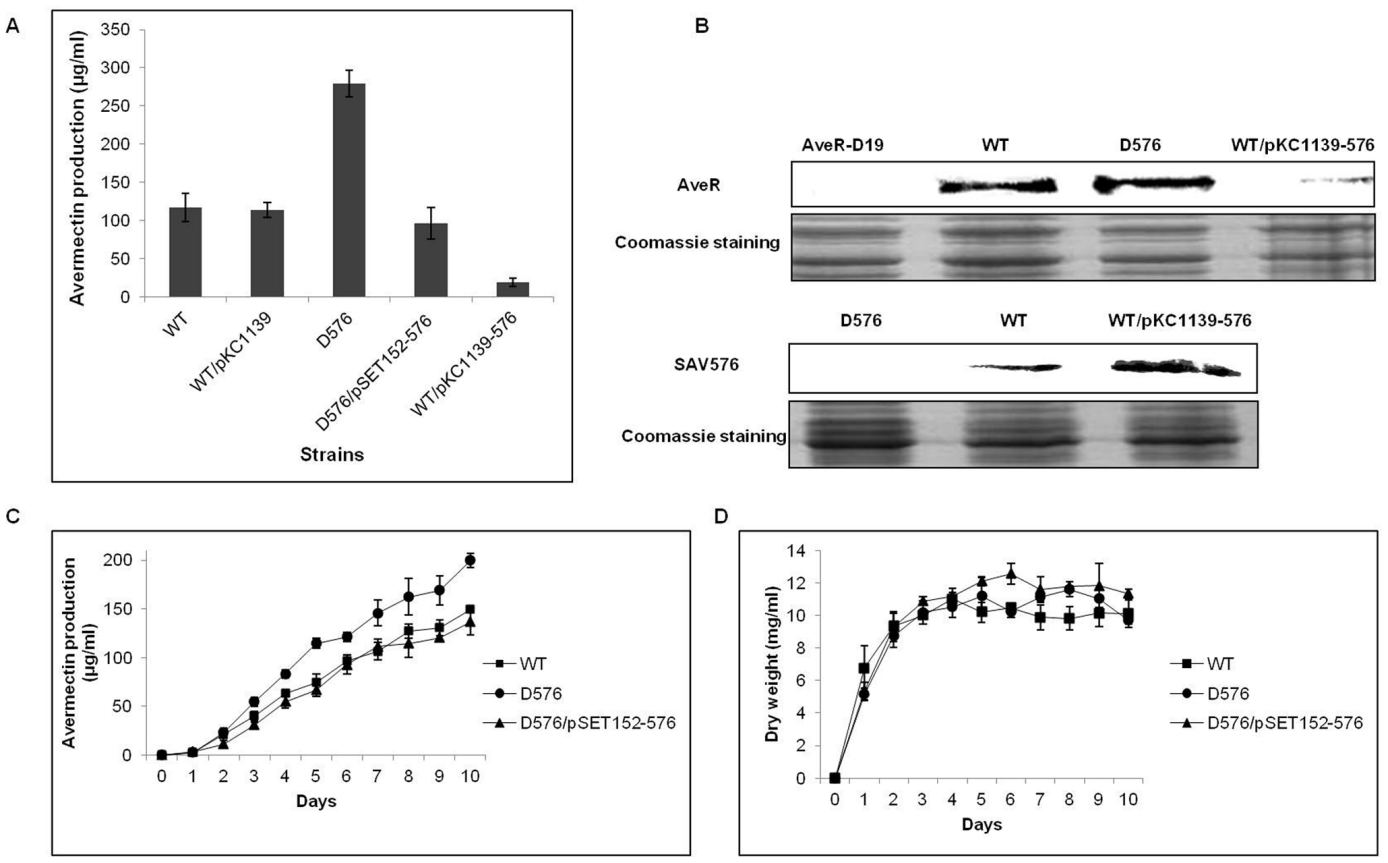
Avermectin production and growth of wild-type ATCC31267 and *SAV576* mutant strains. (**A**) Comparison of avermectin production in various *S. avermitilis* strains grown in FM-I medium for 10 days. WT, wild-type strain ATCC31267; WT/pKC1139, ATCC31267 carrying control plasmid pKC1139; D576, *SAV576* deletion mutant; D576/pSET152-576, complementation strain of D576; WT/pKC1139-576, *SAV576* overexpression strain. (**B**) Western blotting analysis of SAV576 and AveR protein in cells grown in FM-I for 6 days. Approximately 100 µg total protein of each sample was subjected to Western blot and Coomassie Blue staining for the loading control. AveR-D19, *aveR* mutant. (**C** and **D**) Effect of *SAV576* deletion on avermectin production (**C**) and growth (**D**) of *S. avermitilis* grown in FM-II. Solid squares, ATCC31267; Solid circles, D576; Solid triangles, complementation strain of D576.

To investigate whether the avermectin overproduction in D576 was due to increased cell growth, we analyzed the growth and avermectin production of ATCC31267, D576, and D576/pSET152-576 cultured in FM-II. The deletion of *SAV576* resulted in increased avermectin production (Fig. 2C), but did not affect cell growth (Fig. 2D). The growth and avermectin production of D576/pSET152-576 were both similar to those of ATCC31267. These findings indicate that *SAV576* acts to inhibit avermectin biosynthesis, but has no effect on cell growth.

### The Transcription Levels of SAV576 Vary at Different Life Stages

To determine the transcription levels of *SAV576* at various life stages, semiquantitative RT-PCR was performed using RNA isolated from ATCC31267 grown on solid sporulation medium YMS, or in liquid fermentation medium FM-II for various durations. Various stages of *S. avermitilis* development were clearly observable on YMS: vegetative (substrate mycelia) growth (represented by the 24 h RNA sample) was followed by aerial growth (the 36-h, 48-h and 60-h RNA samples) and then by sporulation (>60 h, represented by the 72-h RNA sample). *SAV576* transcription was detectable throughout the life cycle, but its level varied depending on the time point. The transcription level was low at 24 h when the strain was growing as substrate mycelia, increased during aerial hyphae growth with a peak at 60 h, and then decreased at 72 h, when mature spores were evident (Fig. 3A). These data suggest that the transcription of *SAV576* is controlled by some factor(s) related to morphological development.

**Figure 3:**
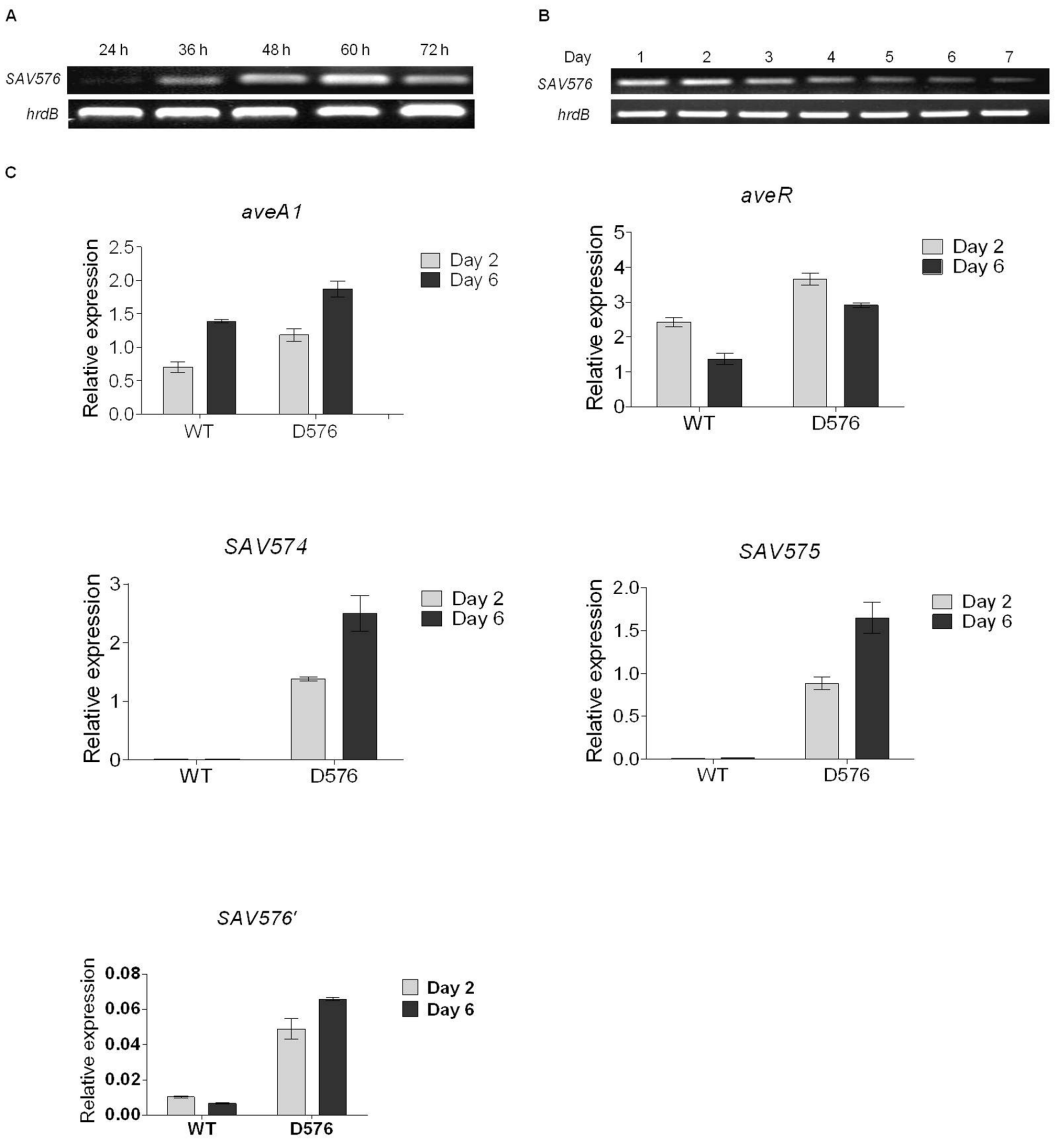
Transcriptional analysis of *SAV576* and related genes. (**A** and **B**) Semiquantitative RT-PCR analysis of transcription levels of *SAV576* in ATCC31267 grown on solid medium YMS (**A**) and in liquid medium FM-II (**B**) for various durations. The 214-bp *SAV576* transcript was amplified from the internal coding region of *SAV576* with primers GJ83 and GJ84. *hrdB* was used as a positive internal control. (**C**) Real-time RT-PCR analysis of *aveR*, *aveA1*, *SAV574*, *SAV575* and *SAV576* transcription levels from ATCC31267 (WT) and D576 grown in FM-II on days 2 and 6. Relative values were obtained using *hrdB* as a reference. *SAV576′*, 142-bp transcript amplified from the *SAV576* promoter region and the remainder ORF of D576 with primers GJ46* and GJ55*.

In the liquid medium FM-II, *S. avermitilis* was unable to sporulate but produced larger amount of avermectins than it did on solid medium. Avermectin production was not observable by HPLC on day 1, but then increased gradually from day 2 onward (Fig. 2C). RT-PCR analysis showed that *SAV576* transcription reached its maximal level on day 2 and then gradually declined (Fig. 3B). This finding is consistent with the inhibitory role of *SAV576* in avermectin biosynthesis.

### Transcription of Certain Genes is Affected by SAV576 Deletion

To find potential targets regulated by *SAV576*, RT-PCR was performed using RNAs isolated from ATCC31267 and from D576 grown for 2 or 6 days in FM-II, corresponding to the stages of the microarray data. Real-time RT-PCR analysis showed that both *aveR* and *aveA1* were upregulated in D576 (Fig. 3C), indicating that *SAV576* affects avermectin production by downregulating the expression of *ave* genes.

The transcription levels of *SAV576* and its adjacent divergently transcribed genes *SAV574* and *SAV575* were tested using the same RNA preparations. Each of these genes was significantly upregulated in D576 on both days (Fig. 3C), indicating that the *SAV576* gene product acts either directly or indirectly to downregulate the transcription of its own gene and of the adjacent genes.

### Binding of SAV576 to the Intergenic Region between *SAV575* and *SAV576*

TFRs are a common class of transcriptional factors that regulate target genes by binding to their promoters. To assess whether the regulation of the genes listed in the preceding section by SAV576 was direct, we performed ChIP assays and EMSAs.

ChIP assays are widely used to determine where DNA-binding proteins bind to the genome *in vivo*. Following 48 h growth in FM-II, avermectin production in D576 was higher than that in ATCC31267 (Fig. 2C), suggesting that the SAV576 protein binds to its DNA targets and thereby downregulates avermectin biosynthesis prior to this time point. ChIP assays were performed using *S. avermitilis* strains treated with formaldehyde at 72 h to cross-link the SAV576 protein to its DNA targets. The cross-linked DNA was extracted and fragmented by sonication, and immunoprecipitation was then performed using anti-SAV576 antibodies to screen the DNA fragments that were attached to the SAV576 protein. Two putative promoter regions were chosen on the basis of sequence analysis: a 200-bp region upstream of *aveR* and a 207-bp region at the *SAV575-SAV576* intergenic region containing two divergent promoters. The primer pairs used for PCR detection of the two promoter regions are listed in Table S1. All of the PCR bands of correct size were obtained from the positive control DNA of ATCC31267 or D576, whereas no such bands were detected when the negative control DNA without antibody was used as template (Fig. 4A). In comparison with the control *hrdB* promoter, it was clear that only the PCR product of the *SAV575-SAV576* intergenic region was selectively enriched when the immunoprecipitated DNA of ATCC31267 was used as template. In contrast, no correct PCR bands were amplified from the immunoprecipitated DNA of D576 (Fig. 4A). These results indicate that the SAV576 protein binds specifically to the bidirectional *SAV575-SAV576* promoter region, but not to the *aveR* promoter region *in vivo*.

**Figure 4:**
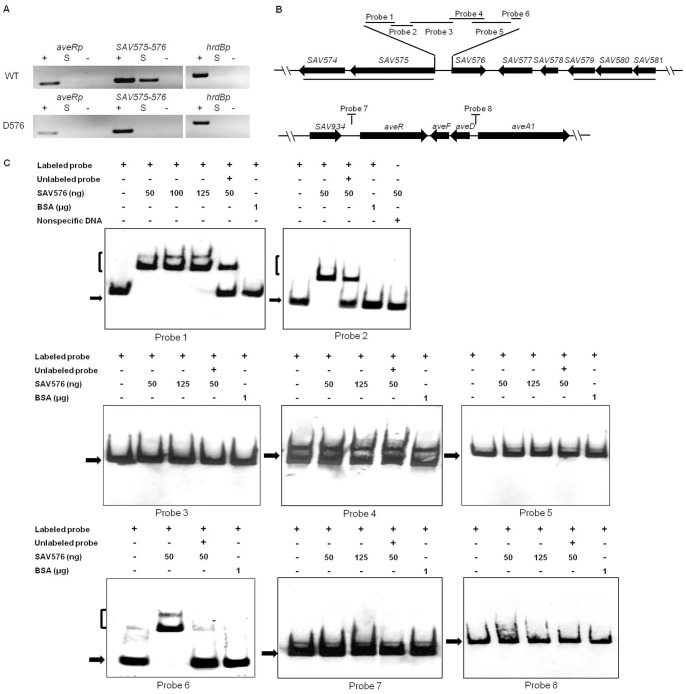
Analysis of SAV576 protein binding to target promoter regions. (**A**) ChIP assays *in* *vivo*. Anti-SAV576 antibodies were used to immunoprecipitate SAV576-DNA complexes from ATCC31267 and D576 cells treated with formaldehyde. The DNAs used for PCR were total DNA prior to immunoprecipitation (positive control: lanes “+”), immunoprecipitated DNA (experimental sample: lanes “S”), and negative control DNA without antibody (lanes “−”). The *hrdB* promoter region was used as a control. (**B**) Schematic representation of the relative positions of probes used for EMSAs *in* *vitro*. Probe 1, 98-bp DNA fragment from +2 to −96 relative to the translational start codon of *SAV575*; probe 2, 43-bp fragment from −98 to −140; probe 3, 276-bp fragment from −118 to −393; probe 4, 257-bp fragment from −306 to −562; probe 5, 333-bp DNA fragment from −533 to −865; probe 6, 43-bp DNA fragment from −866 to −908. Probe 7, 200-bp DNA fragment from −116 to −315 relative to the start codon of *aveR*. Probe 8, 328-bp DNA fragment from −14 to −341 relative to the start codon of *aveA1*. Probes 7 and 8 cover the putative transcriptional start points of *aveR* and *aveA1*, respectively. (**C**) EMSAs of the interaction of the probes with purified His_6_-SAV576 protein. Each lane contained 0.3 nM labeled probe. The labeled probe and an approximately 100-fold excess of the unlabeled probe were used in competitive assays. BSA was used as a negative control for SAV576 protein. Labeled non-specific DNA was used to eliminate non-specific binding of SAV576 protein. The free probes are indicated by solid arrows, and the retarded DNA fragments are indicated by parentheses.

To confirm that SAV576 protein binds directly to the above target promoters, we performed *in vitro* EMSAs using a full-length recombinant His_6_-SAV576 protein expressed in *E. coli*. The entire intergenic region between *SAV575* and *SAV576* was 900-bp in length, and six probes (designated probes 1, 2, 3, 4, 5, and 6) labeled with DIG were designed to cover this region. The 200-bp *aveR* promoter region used in the ChIP assays and the 327-bp *aveD*-*aveA1* intergenic region were labeled as probes 7 and 8, respectively (Fig. 4B). Results showed that the His_6_-SAV576 protein clearly retarded probes 1, 2, and 6, but not probes 3, 4, 5, 7, or 8 (Fig. 4C). A labeled nonspecific DNA probe and BSA were used as negative controls. These findings indicate that the SAV576 protein binds to the bidirectional *SAV575-SAV576* promoter region directly by binding DNA sites located within the sequences of probes 1, 2, and 6. These *in vitro* EMSA results are in agreement with those from the *in vivo* ChIP assays, indicating that the SAV576 protein indirectly regulates avermectin biosynthesis, but directly controls the transcription of its own gene and adjacent gene *SAV575* through interaction with their promoter regions. *SAV574* is co-transcribed with *SAV575* (Fig. S2), indicating that it is also a target gene of SAV576.

### Determination of the Binding Sites of the SAV576 Protein

The results of the transcription experiments and the EMSAs suggest that SAV576 regulates its own gene and *SAV575* by direct binding to three regions: probes 1, 2, and 6. To clarify the regulation mechanism of SAV576, we determined the promoter structures of *SAV575* and *SAV576* and the specific binding sites of SAV576 on the *SAV575-SAV576* intergenic region. The transcriptional start point (tsp) of *SAV575* was localized by 5′ RACE to C at position 87 nt upstream of the translational start codon of *SAV575* (Fig. 5C and S3A). The *SAV576* tsp was localized to A at position 405 nt upstream of the translational start codon of *SAV576* (Fig. 5C and S3B).

**Figure 5:**
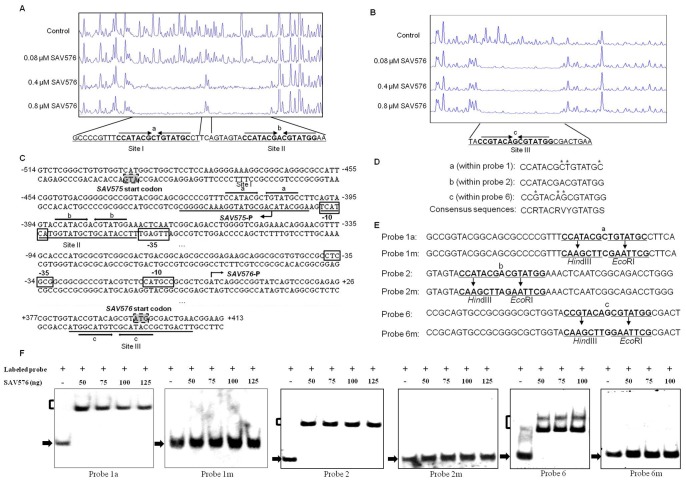
Determination of the binding sites of the SAV576 protein. (**A** and **B**) DNase I footprinting assay of SAV576 on the *SAV575* (**A**) and *SAV576* (**B**) promoter regions, respectively. The fluorograms correspond to the control DNA (10 µM BSA) and to the protection reactions with increasing concentrations of His_6_-SAV576 protein, respectively. (**C**) Nucleotide sequence of the *SAV575*-*SAV576* promoter region and SAV576-binding sites. The numbers indicate the distance (nt) from the transcriptional start point of *SAV576*. Solid lines, SAV576-binding sites; arrows, inverted repeats; bent arrows, transcriptional start points and transcription orientation; boxed areas, putative −10 and −35 regions; shaded areas, translational start codon. (**D**) Three 15-bp palindromic sequences “a”, “b”, and “c”. The mismatched nucleotides in comparison with sequence b are indicated by asterisks. (**E**) Mutations introduced into the 15-bp palindromic sequences. Each of the probes used was 43-bp. Probes 1a, 2, and 6 contained sequences a, b, and c, respectively. *Hin*dIII and *Eco*RI sites were generated at sequences a, b, and c to produce mutated probes 1m, 2m, and 6m, respectively. The nucleotides changed are indicated by underlining. (**F**) EMSAs using the mutated DNA probes. The free probes are indicated by solid arrows, and the retarded DNA fragments are indicated by parentheses.

DNase I footprinting assays of the bidirectional *SAV575-SAV576* promoter region were performed in the presence and absence of His_6_-SAV576 protein, using a capillary sequencer to analyze the protected regions. As expected, three protected regions (sites I, II, and III) were identified on the coding strand of *SAV576* (Fig. 5A and B). These three sites were located respectively within the sequences of probes 1, 2, and 6, confirming the direct interaction of SAV576 with these probes. Site I extends from positions +19 to −7, and site II extends from positions −10 to −33, relative to the *SAV575* tsp. Sites I and II are separated by 2 nt, and site II overlaps the potential −10 region of the *SAV575* promoter (Fig. 5C), indicating that SAV576 negatively regulates *SAV575* transcription by blocking the access of RNA polymerase to its promoter region. Site III is located far downstream of the *SAV576* tsp (from positions +383 to +407) and overlaps the start codon of *SAV576* (Fig. 5C). This finding is analogous to a previous report that the binding site of JadR1 on the *cmlJ* promoter is far downstream of the *cmlJ* tsp, and that JadR1 negatively regulates *cmlJ* expression [44]. SAV576 may negatively regulate the transcription of its own gene by directly interfering with transcription elongation or by recruiting other repressors.

A palindromic sequence is a typical feature of TFR-binding targets. Analysis of the SAV576-binding sites using the DNAMAN program revealed that site II contains a perfect 15-bp palindromic sequence (termed “b”), and that sites I and III contain similar 15-bp sequences (termed “a” and “c”, respectively) (Fig. 5A and B). Sequences “a” and “c” have three mismatched nucleotides in comparison with “b”. The comparison of sequences “a”, “b” and “c” provided a consensus sequence, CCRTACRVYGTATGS (R: A or G; V: A, G, or C; Y: T or C; S: G or C) (Fig. 5D).

To estimate the relative contributions of the three 15-bp sequences to SAV576 protein binding, EMSAs were performed using a probe that contained either the intact 15-bp sequence or a mutated sequence (Fig. 5E). The affinity of SAV576 for the mutated probes (termed 1 m, 2 m, and 6 m), which lacked inverted repeats, was abolished completely in comparison with the corresponding wild-type 43-bp probes 1a, 2, and 6 (Fig. 5F). These results indicate that each of the three 15-bp sequences is important for SAV576-binding activity.

### *SAV575* Exerts a Positive Effect on Avermectin Production

Because *SAV575* was found to be a target gene of SAV576, we further investigated its relationship with avermectin production. A comparison of avermectin production among various *S. avermitilis* strains revealed that the overexpression of *SAV575* in wild-type strain (WT/pKC1139-575) and D576 (D576/pKC1139-575) increased avermectin production, whereas the deletion of *SAV575* in wild-type strain (D575) and D576 (D575-576) led to decreased avermectin production (Fig. 6). These results indicate that *SAV575* has a positive effect on avermectin production.

**Figure 6:**
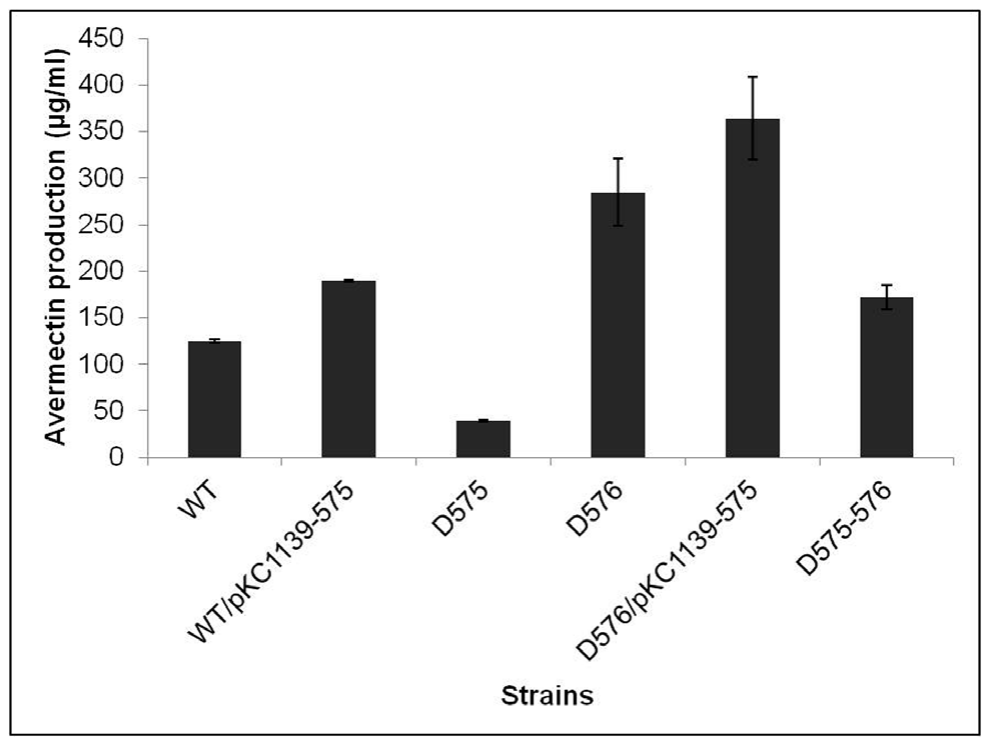
Comparison of avermectin production in *SAV575* mutant strains. The fermentation products were analyzed by HPLC following cultivation in FM-I for 10 days. WT/pKC1139-575, ATCC31267 containing *SAV575* overexpression vector; D575, *SAV575* mutant; D576, *SAV576* mutant; D576/pKC1139-575, D576 containing *SAV575* overexpression vector; D575-576, *SAV575-SAV576* double mutant.

Because *SAV575* is a cytochrome P450 family gene, it may have no effect on gene expression. To test this hypothesis, we used semiquantitative RT-PCR to measure the transcription of *SAV576* and *ave* genes in ATCC31267 and D575. No marked difference in the transcription levels of these genes was observed (Fig. S4). These results imply that *SAV575* exerts its positive effect on avermectin production through some means other than the control of gene expression.

## Discussion

TFRs are the third most common transcriptional regulator family in bacteria and regulate a wide range of cellular activities, including antibiotic production, multidrug resistance, amino acid metabolism, osmotic stress, pathogenicity, and development [45]. However, many of the functions of TFRs remain poorly known or unknown. Some *Streptomyces* species, including *S. coelicolor* and *S. avermitilis*, contain over 100 TFR genes. This large number presumably reflects the complex morphological differentiation and secondary metabolism in these species. Of the 115 predicted TFRs in the *S. avermitilis* genome, only two, SAV3818 [31] and SAV3703 (AvaR3, a γ-butyrolactone-autoregulator receptor) [32] have been characterized as positive regulators of avermectin production. The findings of the present study demonstrate an important role of SAV576, a novel TFR, in the negative control of avermectin production in *S. avermitilis*. We are currently engaged in characterization of other differentially expressed regulatory genes revealed by transcriptome analysis.

The expression of *SAV576* was found to be autoregulated. However, the differing transcription levels of *SAV576* at various life stages indicate that the regulation of *SAV576* expression is complex and is controlled in part by other yet-unknown upstream factor(s). Studies using a bacterial one-hybrid system will help identify the transcriptional regulators that interact with the *SAV576* promoter region. Transcription and binding experiments have shown that SAV576 indirectly downregulates the expression of *aveR*, which encodes the pathway-specific activator for avermectin biosynthesis [24], [25]. It appears likely that SAV576 controls yet-unknown gene(s) that directly regulate *aveR* expression. The *aveR* promoter was shown to be directly recognized and activated by housekeeping Eσ^hrdB^ *in vitro* [46]. However, it remains unclear what types of transcriptional regulators directly control *aveR* expression in *S. avermitilis*. A transcriptional activator AtrA (SCO4118) was shown to directly regulate the transcription of *act*II-ORF4, the pathway-specific activator of the actinorhodin biosynthetic gene cluster in *S. coelicolor* [47]. However, AtrA and its homolog AveI (SAV4110) in *S. avermitilis* functioned as negative regulators for avermectin biosynthesis, and no direct binding of AtrA or AveI to the promoter region of *aveR* was observed [29]. Although the γ-butyrolactone-autoregulator receptor AvaR3 positively regulates *aveR* expression, there is no ARE sequence in the promoter region of *aveR*, suggesting that such regulation is indirect [32]. Deletion of *avaR3* did not affect the transcription level of the *adpA* homolog *SAV5261* [32]. We demonstrated previously that the *adpA* homolog in *S. avermitilis* is not involved in the regulation of avermectin production [41]. Taken together, these findings indicate that *S. avermitilis* has a novel, *adpA*-independent pathway for the regulation of avermectin biosynthesis. The identification of direct regulators of *aveR* is essential for better understanding of the regulatory network of avermectin biosynthesis.

Among the SAV576 target genes, we investigated *SAV575* in view of its predicted function. SAV575 (CYP102D1) is a member of the cytochrome P450 (CYP) family that catalyzes the monooxygenation of a variety of hydrophobic substrates and plays a key role in primary and secondary metabolic pathways and drug detoxification [48]. *S. avermitilis* contains 33 CYPs, whereas *S. coelicolor* contains only 18. Of the CYP genes in *S. avermitilis*, 11 are located within the secondary metabolite gene cluster and are predicted to be involved in secondary metabolite production [49]. Lamb *et* *al.* predicted that some CYP genes that are not linked to a specific gene cluster contribute to secondary metabolite production [49]. *SAV575* is not cluster-situated, and its product CYP102D1 is a unique self-sufficient P450 that has no homolog in *S. coelicolor*. *SAV575* or its orthologs in other Actinobacteria (SCAB5931 in *S. scabies*, SCLAV2750 in *S. clavuligerus*, SACE4205 in *Saccharopolyspora erythraea*) had no previously assigned function in the context of antibiotic biosynthesis; however, our findings indicate that *SAV575* is involved in avermectin production. The ability of CYP102D1 to catalyze the oxidation of saturated and unsaturated fatty acids [50] suggests that the function of SAV575 is to provide precursors, such as acetate and propionate extender units, for avermectin biosynthesis by oxidizing fatty acids or other compounds. The *SAV575* transcription level was very low in wild-type strain ATCC31267. Deletion of *SAV576* increased the *SAV575* transcription level, presumably increasing the availability of precursors for avermectin biosynthesis and thereby increasing avermectin production. Another possibility is that SAV575 produces molecules that bind to an activator of avermectin biosynthesis to stimulate its DNA-binding affinity or bind to a repressor to eliminate or reduce its DNA-binding affinity. We did not investigate the role of *SAV574*, another SAV576 target gene, in avermectin biosynthesis. *SAV574* encodes a dehydrogenase, and may indirectly provide energy or precursors for avermectin biosynthesis by catalyzing the degradation of certain substrates. Further studies are necessary to evaluate these possibilities and to clarify the function of *SAV574*.

EMSAs and footprinting assays revealed a 15-bp consensus sequence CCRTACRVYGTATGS that is important for SAV576-binding activity. Similar sequences were also found in many other promoter regions (Table S2). Further experiments will establish which of these genes are SAV576 targets, and will clarify the relationships of the newly discovered SAV576 target genes with *aveR* expression and avermectin biosynthesis. Improved knowledge of the SAV576 regulatory mechanism will lead to more effective strategies for increasing avermectin production.

## Supporting Information

Figure S1 **Transcription levels of** ***aveR, aveA1, SAV151, SAV576, SAV292, SAV880,*** **and** ***SAV4189*** **in avermectin-overproducing strain 76-02-e relative to those in wild-type strain ATCC31267.** Samples were collected from each strain grown in FM-II medium after days 2 and 6 of growth. *hrdB* was used as an internal control. Standard deviations are indicated by error bars (n = 3). Each gene was examined by relative quantification real-time RT-PCR with gene-specific primers.
(TIF) Click here for additional data file.

Figure S2 **Confirmation of the transcriptional units** ***SAV574-SAV575*** **and** ***SAV579-SAV580-SAV581*** **by RT-PCR.** Lanes: RT, RT-PCR; –, negative control with reverse transcriptase omitted; +, positive control with genomic DNA of ATCC31267 as the template. The primers used for amplifying the *SAV574-SAV575* intergenic region were GJ109 (GCGCTACCAGCAGGACGT) and GJ110 (CTCCTCCACGGCGAACTT); those used for amplifying the *SAV579-SAV581* intergenic region were GJ159 (ACCGCACCCATCAGGAAG) and GJ160 (GGTAAGAAACGAGGGCGTA).
(TIF) Click here for additional data file.

Figure S3 **Determination of the transcriptional start points of** ***SAV575*** **(A) and** ***SAV576*** **(B) by 5′-RACE PCR.** Boxed area: 5′-RACE oligo dT-anchor primer.
(TIF) Click here for additional data file.

Figure S4 **Effect of** ***SAV575*** **deletion on the expression of related genes.** Semiquantitative RT-PCR analysis of transcription levels of genes from ATCC31267 (WT) and D575. The strains were grown in FM-II for 6 days. *hrdB* was used as a positive internal control.
(TIF) Click here for additional data file.

Table S1 **Primers used in this study.**
(DOCX) Click here for additional data file.

Table S2 **Putative targets of SAV576.**
(DOCX) Click here for additional data file.

File S1 **List of genes having an expression level at least two-fold higher or lower in avermectin overproducer 76-02-e in comparison with wild-type strain ATCC31267.**
(XLS) Click here for additional data file.

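File S1 gives for each gene the ratio between the strains at each day and a p-value, and lists only p-values under 0.05. The ratios follow from the authors' deposited table of log2 values. In 310 of the 312 genes listed, the ratio at day 2 and the ratio at day 6 equalled the mean of the 76-02-e columns minus the ATCC31267 column within 0.02 log2 units. The text of the paper does not name the test behind the p-values. Of 6 tests tried on the deposited log2 values, 1 gave the listed p-value within 0.05 log10 units in 310 of 312 genes, a two-sample comparison with equal spread of all 6 columns of 76-02-e, both days together, with both columns of ATCC31267. The other 5 matched between 2 and 8 of the 312. A p-value of this kind takes in the change between the days as part of the spread. At least 2-fold at both days with this p-value under 0.05 held for 296 higher and 437 lower genes of the deposited table, among them all 162 and 150 genes listed. Of 4 selection rules tried, none gave the listed numbers. From the scanner files, 91 of the 162 higher genes and 150 of the 150 lower genes met the rule with the limma p, and 46 higher and 390 lower genes met it without being listed. The direction was the same in 312 of 312 genes at day 2 and in 276 of 312 at day 6. *SAV935* and *SAV936* share 1 probe number in File S1, which lies at *SAV936*, and the probe next to it was used for *SAV935* here.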

# Supplementary material for: A Novel TetR Family Transcriptional Regulator, SAV576, Negatively Controls Avermectin Biosynthesis in Streptomyces avermitilis
**Source:** PLoS One. 2013 Aug 13;8(8):e71330. doi: 10.1371/journal.pone.0071330
**Supplement:** Table S1 — Primers used in this study.

**Table S1.** Primers used in this study.

# Supplementary material for: A Novel TetR Family Transcriptional Regulator, SAV576, Negatively Controls Avermectin Biosynthesis in Streptomyces avermitilis
**Source:** PLoS One. 2013 Aug 13;8(8):e71330. doi: 10.1371/journal.pone.0071330
**Supplement:** Table S2 — Putative targets of SAV576.

**Table S2.** Putative targets of SAV576.

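Table S2 lists genes with a sequence like the binding site of SAV576 upstream of their start. The binding sites of the SAV576 protein between *SAV575* and *SAV576* gave a consensus, and the genome was searched for further copies of it, so a gene enters the table by sequence and not by its expression. Where the copy lies between divergently transcribed genes, both genes share the region that holds it.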

| # | GENE ID | FUNCTION |
| --- | --- | --- |
| 1 | *SAV559* | putative secreted protein |
| 2 | *SAV577* | putative TetR family transcriptional regulator |
| 3 | *SAV581* | putative secreted protein |
| 4 | *SAV2723*, *rocA* | putative delta-1-pyrroline-5-carboxylate dehydrogenase |
| 5 | *SAV2747* | putative phosphodiesterase |
| 6 | *SAV3087* | putative peptide ABC transporter ATP-binding protein |
| 7 | *SAV3636* | putative SyrP-like protein |
| 8 | *SAV3967*, *cys* | putative cysteinyl-tRNA synthetase |
| 9 | *SAV5104*, *ftsZ* | putative cell division ATP-binding protein |
| 10 | *SAV6384* | hypothetical protein |
| 11 | *SAV1282*  *SAV1283* | putative two-component system response regulator  putative membrane protein |
| 12 | *SAV3305*, *metB*  *SAV3306* | putative cystathionine gamma-synthase  putative secreted protein |
| 13 | *SAV3929*  *SAV3930* | putative oxidoreductase  putative secreted protein |
| 14 | *SAV4604*, *ssgB*  *SAV4605*, *minD2* | putative morphological differentiation-associated protein  putative septum site determining protein |
| 15 | *SAV6130*  *SAV6131* | putative isoleucyl-tRNA synthetase  putative DNA-binding protein |
| 16 | *SAV6420*  *SAV6421*, *fucA2* | putative lysozyme precursor, secreted  putative fuculose-1-phosphate aldolase |
| 17 | *SAV6457*  *SAV6458* | putative membrane protein  putative transglycosylase associated protein |
| 18 | *SAV7038*  *SAV7039* | putative siderophore binding protein  putative sugar acetyltransferase |

Numbers highlighted in yellow indicate that the 15-bp consensus sequence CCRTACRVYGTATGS was found in the bidirectional promoter regions of these divergently transcribed genes.

How the deposited data were processed for this re-analysis (not part of the article)

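RNA of *S. avermitilis* ATCC31267 and 76-02-e, grown in FM-II and collected at day 2 and day 6, was measured on 8 one-colour Agilent arrays of 1 slide. ATCC31267 had 1 array per day and 76-02-e had 3 arrays per day. Each array was mapped to its strain, day and replicate from the sample labels and the methods, and no array was left out.

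The authors deposited, for each array, the spot intensity values that Agilent Feature Extraction 9.5.3.1 wrote, with the mean signal, the local background, the processed signal and detection flags of each spot. The processed signal is background-subtracted and corrected for spatial trends within the array, and was not scaled between arrays. The authors also deposited a table of log2 values per probe, whose columns have the same quartiles and maximum. How that table was made is not stated in the text of the paper, which says that the array company normalized the data. From the scanner files, log2 of the processed signal was averaged over the 2 spots of a probe, without non-uniform outlier spots, and the 75th percentile of each array was subtracted. Control spots were left out, and saturated spots were kept.

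Genes were named through File S1 (311 genes) and by counting along the chromosome between neighbouring genes of File S1 where the number of probes equalled the number of gene numbers (5172 genes), so 72.4% of the 7573 genes have a name. No reference genome was used here, and the gene *hrdB* was not named. Positions are those in the probe names. The detection flag used was well above background, and 7556 genes were so on all arrays of at least 1 group. 3 genes had no usable spot on 1 or more arrays. A probe not well above background on every array of a group has only a bound there, given as the mean of the brighter group against, per array of the dim group, the higher of its own signal and the lowest signal well above background.

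limma 3.58.1 in R 4.3.3 was fitted with lmFit and eBayes over the 4 groups of strain and day, with no covariate. The strain effect was tested at each day, over both days and for the difference between the days. P-values were adjusted by Benjamini-Hochberg over all genes tested. The day effect in 76-02-e was fitted on its 6 arrays alone. The single ATCC31267 arrays have no replicate, so their spread is taken from 76-02-e. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Runs of neighbouring changed genes were taken where a running median over 11 genes stayed beyond 1 log2 unit over at least 20 genes. A minimum of 15 genes was also looked at, and these settings were chosen after the values along the chromosome had been seen. The clustering of lower genes was tested with windows of 25 neighbouring genes against 10000 permutations of the gene order in blocks of 10 genes.

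The genes named are those the paper names by number, the avermectin cluster, the genes of Table S2, the 5 largest rises and 5 largest falls over both days among genes changed at least 2-fold at both days with all 6 arrays of 76-02-e on 1 side of both ATCC31267 arrays, and genes at the edges of runs. This rule, the comparisons and most alternatives were fixed before the data were examined. The alternatives fixed then were normexp background correction (offset 50), quantile normalization, median centring, no filter on dim probes, probes well above background on all arrays, a floor under dim signals, the authors' log2 table, eBayes with trend and robust estimation, each 76-02-e array left out in turn, the replicate number as a block, the row of the slide as a block, and other p-values for the fold rule. The spread of each array as a covariate, a rule asking 2-fold of each array, and the authors' log2 table with the two-sample comparison behind File S1 were added after seeing the data.

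The fit was tested on simulated arrays of 7570 genes for the strain effect over both days, with the spread of these arrays and 50 genes changed by each size. The spreads were shuffled between genes and noise was drawn for each gene independently, so errors shared by many genes were not simulated. Adjusted p under 0.05 recovered 22%, 50%, 64% and 82% of log2 changes of 2, 3, 4 and 6. The 2-fold rule with the unadjusted p recovered 68%, 92%, 92% and 100%. Among 7370 unchanged genes the adjusted p called 3 and the rule called 204, which is 2.77%. With a smaller simulated spread, adjusted p recovered 62%, 84%, 94% and 100%. In a simulated run of 300 genes the first and last gene were found with 0 genes between the true and the found edge, and scattered genes gave a window p of 0.473. Signal over background, and not a count depth, sets what these arrays can measure. Between 95.8% and 99.8% of probes were well above background, and the median SD between the spots of a probe was between 0.08 and 0.15 log2 units, so the spread between cultures, and not between spots, limits the precision.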

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

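In this part, the tests of regulation and of absence from the labelled material for the lower genes and the copy number test for the higher genes were chosen only after the result was seen, as were the settings that define stretches of genes. The permutation test and the tests of detection and normalization were set earlier.

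Genes lower in 76-02-e lay side by side in parts of the chromosome, a clustering that the paper does not discuss. In the densest window, from SAV162 to SAV186, 24 of 25 neighbouring genes fell at least 2-fold at both days (permutation p = 0.0211 over blocks of 10 genes, with a median of 18 in the permutations). In windows of 50 genes the count was 46 (p = 0.000400), while windows of 10 genes reach 10 by permutation alone (p = 1). The 2 stretches of lower genes in the left arm, SAV121 to SAV231 and SAV466 to SAV877, cover 567 kb and hold 81.9% of the 540 lower genes and 85.3% of the 150 genes that File S1 lists as lower. *SAV576* is one of them. The scaling between arrays is argued against, because the largest count was 24 or more with quantile normalization, median centring and the authors' log2 table.

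What stays open for the stretch from SAV468 to SAV873, whose bounds were taken from File S1, is whether its genes are missing from 76-02-e or are turned down. Of 389 genes there that were well above background on both ATCC31267 arrays, 7 were so on none of the 76-02-e arrays (1.80%), against 3 of 7015 elsewhere (0.0428%, Fisher's exact test over genes, p = 1.1e-07). This share does not decide, because the flag passes very dim spots, down to a signal of 17.6 on day 6 replicate 3. On that array the median signal was 83.5 in the stretch and 931 in genes elsewhere that were nearly silent on the other 76-02-e arrays, a median log2 difference of -3.48. On the other arrays of 76-02-e it was smaller, -0.42, -1.24 and -2.40 at day 2 and -2.02 and -1.21 at day 6. It was 1.67 and 1.56 on the ATCC31267 arrays. Genes turned down by regulation could lie at the level of silent genes elsewhere, and these lie below it by a margin that varies between arrays, which is consistent with most of the stretch being absent from the labelled material of 76-02-e, as after a deletion.

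Other values go against absence of the whole stretch from all arrays. Of its 406 genes, 34 lay above the median signal of all genes on day 2 replicate 1 and between 11 and 17 on the other arrays of 76-02-e. On all 6 arrays 7 did, *SAV531*, *SAV558*, *SAV603*, *SAV721*, *SAV739*, *SAV804* and *SAV815*. On day 2 replicate 1, *SAV602* had a signal of 3756 and *SAV607* of 332, where the nearly silent genes elsewhere had a median of 45.2. Why these genes kept signal was not tested. Among genes in the brightest 25% on both ATCC31267 arrays, 28 of 32 in the stretch fell at least 2-fold at both days (87.5%), against 6.75% outside the stretches of lower genes. The exceptions were *SAV531*, *SAV603*, *SAV804* and *SAV815*. That share was below the 90% set for calling regulation of a function excluded. A share on either side of this limit would not decide, because regulation of the whole stretch could lower as many bright genes. Regulation stays open. No genomic DNA was hybridised, so a deletion is a hypothesis. *SAV576* itself stayed well above background on all 6 arrays of 76-02-e, but this flag passes very dim spots. On day 2 replicate 1 its signal was 229, above the median of the nearly silent genes elsewhere, 45.2. On the other arrays of 76-02-e it lay below that median, with 243 against 931 on day 6 replicate 3. There 75.1% of the genes of the stretch were dimmer than *SAV576*, against 98.0% in ATCC31267 at day 6. *SAV578* also stayed well above background, with a change of -0.97. At day 6, *SAV575*, *SAV577*, *SAV579* and *SAV580* were well above background on 1 of 3 arrays. Whether *SAV576* fell with its surroundings or through its own regulation stays open.

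Between the 2 stretches of lower genes, 91 neighbouring genes from SAV234 to SAV325 (274689 to 384198) formed a stretch of higher genes, which the paper does not discuss. Of the 91 genes, 88 were higher over both days, 39 met the 2-fold rule, and the median strain effect was 1.73. A candidate explanation is more copies of this part of the chromosome in 76-02-e, tested on the genes from SAV235 to SAV378, bounds noticed in the data, so the test does not decide. On day 6 replicate 3, its genes that were nearly silent in ATCC31267 at day 2 lay 1.19 log2 units above such genes elsewhere. On the 6 arrays of 76-02-e the difference was between 0.94 and 1.23, and on the ATCC31267 arrays it was -0.44 at day 2 and -0.10 at day 6. The comparison is made within each array, so scaling by a constant does not change it. More copies may raise silent genes, but a stretch picked for its higher genes would show this under another cause as well. Regulation of the whole stretch was not tested, and the silent genes were chosen at the lowest 20% after lower limits had also been looked at.

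For *SAV6420*, a gene of Table S2, the 3 arrays of 76-02-e lay above the ATCC31267 array at day 2 and below it at day 6. The strain effect was 0.76 at day 2 and -3.26 at day 6, a difference of -4.02 (unadjusted p = 0.0488 from limma, adjusted p = 1.00 after Benjamini-Hochberg adjustment). limma called 0 genes for this difference after adjustment, in the setting used here and in all alternatives run, and 207 at an unadjusted p under 0.05. The difference rests on single ATCC31267 arrays, at -0.70 and 2.81. On day 6 replicate 3 the gene was at -2.26, against 0.69 and 0.23 on the other day 6 arrays of 76-02-e. No technical or biological explanation was tested for this gene.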

How the results depend on the processing

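The array spread covariate, the rule asking 2-fold of each array and the combinations of the authors' log2 table with the two-sample comparison were tests chosen only after seeing the data. Over 16 results of the design, 213 values under an alternative kept their direction and their side of the threshold or stayed within 1.5 times, 56 moved further, 5 were no longer past the threshold and 0 reversed. Most of these results are counts, which could only stay or move and could not reverse. Many of the values that stayed were counts of 0 in both settings, which is no measure of stability. Over 69 named genes, 957 of 1157 values stayed, 44 were no longer past the threshold, 97 were newly past it, 59 moved and 0 reversed a called sign. Except where stated, the cause was not tested.

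The number of genes at least 2-fold higher at both days, 137, was 342 with quantile normalization, 339 with the authors' log2 table, 51 with the row of the slide as a block and 15 with the adjusted p in place of the unadjusted one. Added later, the array spread covariate gave 270, each array at least 2-fold 52, and the log2 table with the two-sample comparison 296. Without each replicate in turn it was between 95 and 169. The number of lower genes, 540, was 262 over probes well above background on all arrays, a filter that leaves out genes that became dim in 76-02-e, and 352 with the adjusted p. The log2 table with the two-sample comparison and each array at least 2-fold gave 334. Without each replicate it was between 483 and 569. The 14 genes of the avermectin cluster became 8 with median centring and 4 with the row as a block, and without each replicate between 7 and 17. The 17 was reached without day 6 replicate 3.

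Counts past limma's Benjamini-Hochberg adjusted p moved with the scaling, the filter and the model as well as with the arrays used. Over both days, 15 higher genes became 129 with quantile normalization, 122 with the log2 table, 2 over probes well above background on all arrays, 0 with the row as a block and 375 with the spread covariate, and 2 to 114 without each replicate. The 114 was without day 6 replicate 3. The 363 lower genes became 40 over probes well above background on all arrays, 0 with the row as a block and 701 with the spread covariate, and 224 to 533 without each replicate. At day 2, 0 higher and 0 lower genes (529 genes of either direction at an unadjusted p under 0.05) became 10 and 57 with quantile normalization, 10 and 54 with the log2 table and 19 and 58 with the spread covariate, and stayed at 0 without each replicate. At day 6, 0 higher genes became 115, 94 and 158 under the same 3 settings, and 0 to 71 without each replicate, where 71 was without day 6 replicate 3. The 314 lower genes at day 6 (706 of either direction at an unadjusted p under 0.05) became 2 over probes well above background on all arrays, 0 with the row as a block and 596 with the spread covariate. Without each replicate they were 0 to 476, where 0 was without day 6 replicate 1 and 476 without day 6 replicate 3. In the day effect of 76-02-e, limma called 0 genes in either direction (305 at an unadjusted p under 0.05), and the spread covariate gave 2 lower genes. The difference between the days in the strain effect gave 0 genes under each alternative.

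The row as a block can be estimated only from the day 2 arrays of 76-02-e, because the other groups each lie in 1 row. Its day 6 strain effect therefore rests on the difference of day 2 replicate 3 from replicates 1 and 2. With this block the *SAV576* change at day 6, -7.06, was -5.49 with an adjusted p of 0.488. Without each replicate the day 6 change stayed between -7.17 and -6.85, with adjusted p of 0.0647 without day 6 replicate 1 and 0.0510 without day 6 replicate 2, in a range of 0.00816 to 0.488 over the alternatives. The day 2 change, -5.36, was -6.13 to -4.84 without each replicate.

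The replicate numbers do not pair the cultures. The deviations of same-numbered day 2 and day 6 cultures from their group means correlated across genes at 0.783, -0.567 and 0.705. With the replicate block, the strain effect over both days was called in 5 higher and 139 lower genes and that at day 6 in 2 higher and 93 lower genes. The *SAV576* change at day 6 with the replicate block was -6.19 with an adjusted p of 0.0512. The other counts stayed within 1.5 times with the block.

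The largest count of lower genes in 25 neighbouring genes, 24, was 14 over probes well above background on all arrays (permutation p = 0.00440), where fewer genes fell, and 24 to 25 without each replicate. The share of genes of the stretch from SAV468 to SAV873 that were not detected in 76-02-e, 1.80%, was 0 with the flag that asks only for a positive and significant signal, which nearly all probes pass (p = 1 in Fisher's exact test, against 1.1e-07). It was 1.80 to 9.51 without each replicate, the highest without day 6 replicate 3. Using the brightest probe of a gene was not run, because each gene has 1 probe. Dim signals limit falls, since a probe near background in 76-02-e gives a bound.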

Differences from the paper's values

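The combinations of the authors' log2 table with the two-sample comparison behind File S1, the rule asking 2-fold of each array and the array spread covariate were tests chosen only after seeing the data. All other settings named here were set before the data were examined.

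The number of genes at least 2-fold lower at both days was 540 here, and the paper's value is 150. None of the alternatives set before the data were examined came within 1.5 times of it. These ran from 262, over probes well above background on all arrays, to 626 with no p-value. The settings chosen after seeing the values gave 334 to 586. The number of higher genes, 137, was within 1.5 times of the paper's 162, and the settings nearest to it were 159 with median centring, 169 without day 6 replicate 3 and 169 with the log2 table, the two-sample comparison and each array at least 2-fold, chosen after seeing the values.

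Folds of single genes were held not to differ when they lay within 1.5 times of the paper's or within the SD of the replicates. *SAV292* was 3.44-fold higher at day 6, where the paper's value is 22.84. Quantile normalization (25.0) and the authors' log2 table (22.8) did not differ from it. normexp background correction (0.939), median centring (4.41), no filter, the floor, eBayes with trend, each replicate left out, and the replicate and row blocks did. At day 2 it has only a bound, at least 5.36-fold higher, which does not exclude the paper's 17.68. *SAV880* was 3.93-fold higher at day 2 and at 0.870 of ATCC31267 at day 6, where the paper's values are 9.46 and 2.55. Quantile normalization (9.51 and 2.51) and the log2 table (9.46 and 2.55) did not differ from them, nor did the day 6 value without day 6 replicate 2 (1.43). The other alternatives set in advance did. *SAV151* was 43.1-fold lower at day 6, where the paper's value is 22.27. normexp (16.9), quantile normalization (23.0), median centring (33.6), the log2 table (22.3) and the row as a block (24.6) did not differ from it, and the other alternatives set in advance did. *SAV574* was 31.3-fold lower at day 6, where the paper's value is 16.8. normexp (17.8), quantile normalization (17.5), median centring (24.4) and the log2 table (16.8) did not differ from it, and the other alternatives set in advance did.

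The scanner files hold 1 probe of 60 nucleotides per gene, spotted 2 times, where the paper's methods give 2 different 60-mers per gene. This was not open to an alternative.

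The paper counts 17 of the 19 avermectin cluster genes, *aveR* among them, as overexpressed. Here 14 met the rule and *aveR* did not. The log2 table with the two-sample comparison, chosen after seeing the values, gave 17 with *aveR* among them. Leaving out day 6 replicate 3 also gave 17, without *aveR*. Quantile normalization and the log2 table gave 18 and the replicate block 19, each with *aveR*. The 19 lends no weight, because the replicate numbers do not pair the cultures. The spread covariate, chosen after seeing the values, gave 15 with *aveR*. The paper lists *SAV880* as upregulated at both days, and here its strain effect at day 6 was -0.20 (standard error 1.21), below 0. The standard error leaves its direction at day 6 open. The paper also measured *SAV880*, *SAV292*, *aveR* and other genes by real-time RT-PCR. It reports that these results mainly matched its arrays. Of the 162 genes the paper lists as higher at both days, 91 met the rule here and 98 were at least 2-fold higher at both days at any p. All 162 did with the log2 table and the two-sample comparison, chosen after seeing the values.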

Other observations

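The tests of non-specific brightness and of DNA in the labelled material, and the test of exchanged labels on genes bright at day 2 that fall, were chosen only after the result was seen. The first test of exchanged labels and the splits of the day effect were set earlier.

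The genes around *SAV576* were lower in 76-02-e as well. Over both days the strain effect was -3.58 in *SAV574* (adjusted p = 0.00771 from limma with Benjamini-Hochberg adjustment), -2.73 in *SAV575* (adjusted p = 0.0844), -3.46 in *SAV577* (unadjusted p = 0.00249), -5.00 in *SAV580* (adjusted p = 0.00735) and -2.71 in *SAV581* (adjusted p = 0.191). *SAV579* was well above background on 0 of 3 arrays of 76-02-e at day 2 and was at least 9.24-fold lower there. *SAV575* was not well above background in ATCC31267 at day 2. At day 6, *SAV575*, *SAV577*, *SAV579*, *SAV580* and *SAV581* were well above background on 1 of 3 arrays of 76-02-e, so the size of their fall is uncertain. *SAV578* was at -0.97 (adjusted p = 0.438) and did not meet the 2-fold rule. With the row of the slide as a block no adjusted p of these genes passed 0.05, and the lowest of them was 0.169. In the *SAV576* deletion mutant of ATCC31267 the paper reports higher *SAV574* and *SAV575* transcription by RT-PCR. In 76-02-e, where *SAV576* was low, both were low too.

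Of the 26 genes of Table S2, 18 have a named probe, with 9 higher and 9 lower over both days. The other 8 could not be named by the counting used here. limma with Benjamini-Hochberg adjustment passed 2 of the 18 over all genes tested, and 2 adjusted over the list alone. The 3 that met the 2-fold rule, *SAV559*, *SAV577* and *SAV581*, were lower and lay in the stretch from SAV466 to SAV877. The median strain effect of the 18 genes over both days was -0.08. *SAV559* was well above background on 0 of 3 arrays of 76-02-e at day 2 and was at least 3.12-fold lower there.

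Away from the left arm, a stretch of 22 genes from the gene of probe CUST_3707 to SAV2902 (3525945 to 3633162) had a median strain effect of -1.75, and 9 of them met the 2-fold rule. File S1 lists 8 of these genes as lower. No explanation was tested for it.

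Within 76-02-e, limma called 0 genes between day 6 and day 2 after Benjamini-Hochberg adjustment (lowest adjusted p 0.195) and 305 at an unadjusted p under 0.05. The array spread covariate, chosen after seeing the data, gave 2 lower genes. Of the 10 splits of the 6 arrays into 3 and 3, all 10 gave at least as many adjusted calls as the real one, which decides nothing because the real one gave 0. At an unadjusted p under 0.05, 2 of the 10 splits, the real one included, gave as many genes. With 10 splits no share can fall under 0.05, so chance stays open. The split that parts day 2 replicate 1, day 6 replicate 1 and day 6 replicate 2 from the other 3 arrays gave 2650 genes after adjustment and 3576 at an unadjusted p under 0.05. Day 2 replicate 1 correlated with day 6 replicates 1 and 2 across genes at 0.939 and 0.914, and with its own day at 0.870 and 0.871. Day 6 replicate 3 correlated at 0.793 and 0.792 with day 2 replicates 2 and 3. Against ATCC31267, both arrays lay nearer to their own day. Day 2 replicate 1 correlated at 0.910 with day 2 and 0.820 with day 6, and day 6 replicate 3 at 0.420 and 0.550. ATCC31267 is a weak guide to the day, since day 2 replicate 2 lay nearer to its day 6 array (0.777 against 0.759). Day 6 replicates 1 and 2 lay nearer to its day 2 array (0.816 against 0.813, and 0.807 against 0.769).

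An exchange of the labels of day 2 replicate 1 and day 6 replicate 3 is a candidate explanation. It was judged on genes that differed at least 4-fold between the other 2 arrays of each day. The first test asked whether each array lies nearer to the other day both in genes higher and in genes lower at day 6. Among 174 genes higher at day 6, day 2 replicate 1 lay nearer to its own day in 61.5% and day 6 replicate 3 in 1.15%. Among 618 genes lower at day 6, the shares were 11.8% and 6.63%. In ATCC31267, 83 of these 618 genes changed in the same direction, against 111 of the 174 genes higher at day 6. In 32 genes that were bright at day 2 and fell, chosen after looking at 4 sets of genes, the shares were 87.5% and 71.9%, and in 112 genes bright at day 6 that rose they were 55.4% and 0%. On the authors' log2 table the 4 sets, in the same order, gave 48.4% and 4.46%, 29.9% and 21.6%, 80.8% and 61.5%, and 70.3% and 8.11%. The sets point different ways, so exchanged labels and a difference between the cultures cannot be told apart here. The correlations with ATCC31267 lean towards the labels as given, but rest on 1 ATCC31267 array per day. The samples were used as labelled throughout.

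The high signal of dim probes on day 6 replicate 3 and on day 2 replicates 2 and 3 has a second candidate explanation, which is DNA of the strain in the labelled material. Non-specific brightness is argued against as the whole cause. Relative to the 75th percentile of each array, dim genes outside the stretches rose by a median of 2.15 log2 units on day 6 replicate 3 over the other day 6 arrays, while genes from SAV468 to SAV873 rose by 0.20. Before that scaling the stretch rose too, from a median signal of 24.7 and 24.3 to 83.5, so brightness common to all probes stays open as a part. On day 2 replicates 2 and 3, on the same relative scale, the dim genes rose by 1.36 over replicate 1, and genes of the stretch changed by -0.21. The dim genes were chosen as dim on the arrays they are compared with, which by itself makes them rise on the others to an extent not measured here. Probes that brighten less than other dim probes are consistent with labelled DNA that lacks most of this stretch. This may also come from transcription at a low level across the genome without the stretch, which was not tested. If DNA was labelled, strain effects of dim genes outside the stretch would be mixed with gene copy number on these 3 arrays. Both hypotheses were found and tested on the same data. A growth difference between the cultures stays open and was not tested.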
